# Tissue-Wide Effects Override Cell-Intrinsic Gene Function in Radial Neuron Migration

**DOI:** 10.1093/oons/kvac009

**Published:** 2022-07-07

**Authors:** Andi H Hansen, Florian M Pauler, Michael Riedl, Carmen Streicher, Anna Heger, Susanne Laukoter, Christoph Sommer, Armel Nicolas, Björn Hof, Li Huei Tsai, Thomas Rülicke, Simon Hippenmeyer

**Keywords:** cell-autonomous gene function, 4D live-imaging, single-cell genetics, neuronal migration, mosaic analysis with double markers (MADM), cerebral cortex development, non-cell-autonomous effects

## Abstract

The mammalian neocortex is composed of diverse neuronal and glial cell classes that broadly arrange in six distinct laminae. Cortical layers emerge during development and defects in the developmental programs that orchestrate cortical lamination are associated with neurodevelopmental diseases. The developmental principle of cortical layer formation depends on concerted radial projection neuron migration, from their birthplace to their final target position. Radial migration occurs in defined sequential steps, regulated by a large array of signaling pathways. However, based on genetic loss-of-function experiments, most studies have thus far focused on the role of cell-autonomous gene function. Yet, cortical neuron migration *in situ* is a complex process and migrating neurons traverse along diverse cellular compartments and environments. The role of tissue-wide properties and genetic state in radial neuron migration is however not clear. Here we utilized mosaic analysis with double markers (MADM) technology to either sparsely or globally delete gene function, followed by quantitative single-cell phenotyping. The MADM-based gene ablation paradigms in combination with computational modeling demonstrated that global tissue-wide effects predominate cell-autonomous gene function albeit in a gene-specific manner. Our results thus suggest that the genetic landscape in a tissue critically affects the overall migration phenotype of individual cortical projection neurons. In a broader context, our findings imply that global tissue-wide effects represent an essential component of the underlying etiology associated with focal malformations of cortical development in particular, and neurological diseases in general.

## INTRODUCTION

The mammalian neocortex, arranged in a six-layered structure, executes essential higher order cognitive brain functions. The laminated organization emerges during embryonic development and instructs the wiring diagram of cortical microcircuits [26, 48]. Deficits in the developmental programs orchestrating cortical layering represent a key underlying mechanism of neurodevelopmental disorders including cortical malformation [22, 30, 38].

A cardinal feature of cortical layering during development is the temporally sequential arrangement of the distinct layers in an ‘inside-out’ fashion [2, 52, 80]. As such, progressively later born, radial glial cell (RGC)-derived, projection neurons migrate out radially past earlier born cohorts to gradually build up the inversely arranged laminae. Seminal live-imaging experiments at single-cell resolution revealed that radial migration of cortical projection neurons occurs in a defined sequence [54, 57, 58, 79]. First, newly-born projection neurons acquire a bipolar morphology and migrate from the ventricular zone (VZ) to the subventricular zone (SVZ) where they adopt a multipolar shape [76]. While in the SVZ, multipolar neurons move slowly tangentially, a process that may be required to explore the extracellular environment for putative polarity-inducing cues [14, 37]. Next, multipolar neurons switch back to a bipolar state with the ventricle-oriented process developing into the axon. Bipolar projection neurons reattach to the radial glial fiber, migrate through the intermediate zone (IZ) and enter the cortical plate (CP) by using a locomotion mode [29, 41]. Once the locomoting neurons reach the most superficial layer, they detach from the radial glial fiber and perform terminal somal translocation to settle in their target position [18, 71, 72].

In the past decades, a large collection of signaling pathways including extracellular cues/receptors, cell adhesion molecules and their receptors, endocytic/exocytic regulators, intracellular signal transduction machinery and transcription factors have been implicated in controlling the discrete sequential steps of radial projection neuron migration in healthy and disease conditions [4, 9, 16, 27, 30, 31, 42, 64]. Thus far, most studies using loss-of-function paradigms focused almost exclusively on the cell-autonomous role of the genes encoding the above regulatory cues. Yet, accumulating evidence suggests that non-cell-autonomous tissue-wide properties could substantially impact and/or contribute to the regulation of radial projection neuron migration [6, 18, 19, 21 24, 25, 28, 31, 32, 55, 68, 82–84]. The nature and dynamics of such global tissue-wide effects remain however unclear.

In our study, we addressed this issue in a quantitative manner at single-cell level and set out to establish experimental genetic paradigms enabling the separation of intrinsic cell-autonomous gene function from the contribution of tissue-wide effects. To this end we utilized mosaic analysis with double markers (MADM) technology [12, 86], which provides a quantitative platform *in situ* to (i) monitor neuronal migration with exquisite single-cell resolution and (ii) probe the role of the genetic landscape and cellular environment on individual migrating neurons in a defined genetic context. Based on results from holistic single-cell phenotypic analysis upon loss of gene function, we provide evidence that global tissue-wide effects predominate the overall cell-autonomous phenotype of migrating projection neurons.

## RESULTS

### MADM-based platform to probe cell-autonomous candidate gene function and the contribution of global tissue-wide effects at single-cell level

In order to establish a quantitative assay to dissect cell-autonomous gene function and to measure the contribution of global tissue-wide cues/properties with single-cell resolution, we conceived a platform consisting of three genetic MADM-based paradigms: (i) control-MADM; (ii) *GeneX*-MADM (mosaic-MADM); and (iii) KO/cKO-*GeneX*-MADM (KO/cKO-MADM) (Fig. 1A–D and Fig. S1). In control-MADM, mice carrying MADM cassettes on a particular chromosome were combined with *Emx1*-Cre driver to generate experimental MADM mice with sparse fluorescent labeling in cortical projection neurons. Since these control-MADM mice did not carry any loss-of-function (LOF) allele all cells were considered as ‘control’ with some sparse cells expressing the fluorescent GFP and tdT markers enabling single-cell tracing. In *GeneX*-MADM with *Emx1*-Cre, a genetic mutation was coupled to one MADM cassette by meiotic recombination (see Materials and Methods [1, 12] for details) in a way that sparse homozygous mutant cells were always labeled in green (GFP^+^) and wild-type cells in red (tdT^+^), respectively. In KO/cKO-*GeneX*-MADM with *Emx1*-Cre, the mutant allele of the gene of interest was coupled to both MADM cassettes resulting in full (KO) or conditional (cKO) tissue-specific knockout (*Emx1^+^* projection neuron lineage) with sparse fluorescent labeling in respective experimental MADM mice. The key rationale in our overall assay was based on the following assumptions. First, in sparse genetic mosaic-MADM (where we ablated candidate gene function in just very few GFP^+^ migrating neurons), the observed phenotype of homozygous mutant cells implied the cell-autonomous gene function when compared to tdT^+^ control cells. Second, the phenotype of individual mutant GFP^+^ cells in an all mutant environment (KO/cKO-MADM), of the same candidate gene as above, reflected the combination of (i) cell-autonomous loss of gene function; plus (ii) global community effects in response to the loss of gene function in the vast majority of (if not all) cortical projection neurons across the entire tissue. Third, any quantitatively significant difference in the observed single-cell mutant phenotype in mosaic-MADM when compared to KO/cKO-MADM indicated non-cell-autonomous and thus global tissue-wide effects (Fig. 1D).

**Figure 1:**
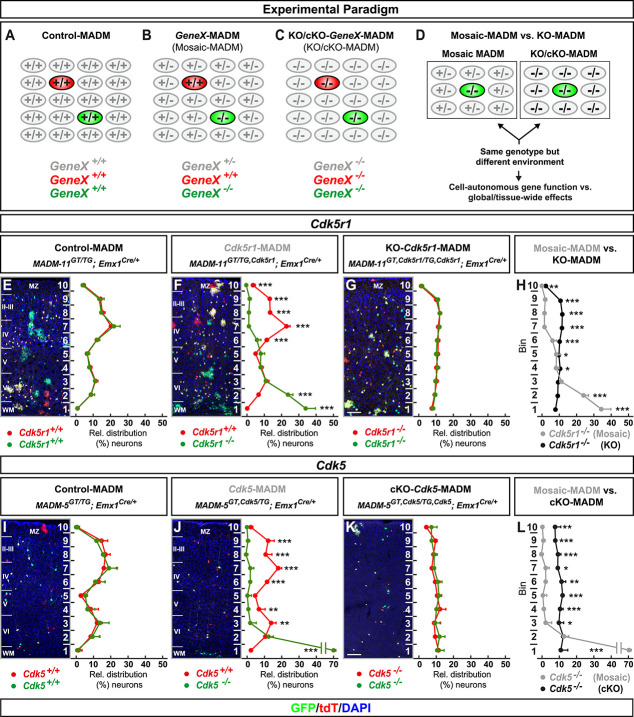
MADM analysis reveals that global tissue-wide effects predominates the cell-autonomous phenotype due to loss of p35/CDK5. (**A**–**D**) Experimental MADM paradigm to genetically dissect cell-autonomous gene function and non-cell-autonomous effects. (A) Control (control-MADM: all cells *GeneX*^+/+^); (B) sparse genetic mosaic (*GeneX*-MADM: only green cells are *GeneX*^−/−^ mutant, red cells are *GeneX*^+/+^ in an otherwise heterozygous *GeneX*^+/−^ environment); (C) global/whole-tissue gene knockout (KO/cKO-*GeneX*-MADM: all cells mutant); (D) direct phenotypic comparison of mutant cells in *GeneX*-MADM (mosaic MADM) to mutant cells in KO/cKO-*gene*-MADM (KO/cKO-MADM). Any significant difference in their respective phenotypes implies non-cell-autonomous effects. (**E–H**) Analysis of green (GFP^+^) and red (tdT^+^) MADM-labeled projection neurons in (E) control-MADM (*MADM-11^GT/TG^;Emx1^Cre/+^*); (F) *Cdk5r1*-MADM (*MADM-11^GT/TG,Cdk5r1^;Emx1^Cre/+^*); and (G) KO-*Cdk5r1*-MADM (*MADM-11^GT,Cdk5r1/TG,Cdk5r1^;Emx1^Cre/+^*). Relative distribution (%) of MADM-labeled projection neurons is plotted in ten equal zones across the cortical wall. (H) Direct distribution comparison of *Cdk5r1^−/−^* mutant cells in *Cdk5r1*-MADM (grey) versus KO-*Cdk5r1*-MADM (black) distribution. (**I–L**) Analysis of green (GFP^+^) and red (tdT^+^) MADM-labeled projection neurons in (I) control-MADM (*MADM-5^GT/TG^;Emx1^Cre/+^*); (J) *Cdk5*-MADM (*MADM-5^GT/TG,Cdk5^;Emx1^Cre/+^*); and (K) KO-*Cdk5*-MADM (*MADM-11^GT,Cdk5/TG,Cdk5^;Emx1^Cre/+^*). Relative distribution (%) of MADM-labeled projection neurons is plotted in 10 equal zones (1–10) across the cortical wall. (L) Direct distribution comparison of *Cdk5^−/−^* mutant cells in *Cdk5*-MADM (grey) versus KO-*Cdk5*-MADM (black) distribution. Nuclei were stained using DAPI (blue). N = 3 for each genotype with 10 (MADM-11) and 20 (MADM-5) hemispheres analysed. Data indicate mean ± SD, ^*^P < 0.05, ^**^P < 0.01 and ^***^P < 0.001. Scale bar: 100 μm. Marginal zone (MZ), cortical layers (II–VI), white matter (WM).

### Global tissue-wide effects predominates the cell-autonomous phenotype due to loss of p35/CDK5

The role of the p35/CDK5 signaling pathway in cortical projection neuron migration has been studied extensively [13, 23, 25, 29, 40, 59]. Thus with ample information available, based on LOF studies, this pathway provided an ideal case to dissect cell-autonomous requirement and the contribution of tissue-wide effects due to LOF. We first analysed the single-cell phenotype upon ablation of p35 (encoded by *Cdk5r1*, located on chr.11), the main activator of CDK5. (Fig. S2A). Therefore, we generated control-MADM (*MADM-11^GT/TG^;Emx1^Cre/+^*), *Cdk5r1*-MADM (*MADM-11^GT/TG,Cdk5r1^;Emx1^Cre/+^*) and KO-*Cdk5r1*-MADM (*MADM-11^GT,Cdk5r1/TG,Cdk5r1^;Emx1^Cre/+^*). Next we quantified the relative distribution of red and green MADM-labeled cortical projection neurons (terminal position) in somatosensory cortex at postnatal day (P) 21 to assess overall migration capacity in the above MADM paradigms (Fig. 1E–G). In control-MADM red and green (both control) projection neurons distributed similarly but in a defined fashion (relatively higher number in upper layers) across 10 zones as previously reported [32] (Fig. 1E). In *Cdk5r1*-MADM, the green homozygous *Cdk5r1*^−/−^ mutant neurons accumulated in lower layers, indicative of the cell-autonomous requirement for radial migration [23, 25], while red control neurons showed a distribution pattern similar to red/green cells in control-MADM (Fig. 1F). In contrast, red and green (both homozygous *Cdk5r1*^−/−^ mutant) neurons in KO-*Cdk5r1*-MADM showed similar pattern when compared to each other but clearly different distribution pattern when compared to control and mutant cells in control-MADM and/or *Cdk5r1*-MADM, respectively (Fig. 1G). Strikingly, the distribution of green homozygous *Cdk5r1*^−/−^ mutant neurons in *Cdk5r1*-MADM was significantly distinct when compared to green homozygous *Cdk5r1*^−/−^ mutant neurons in KO-*Cdk5r1*-MADM despite that both cell populations had the same genotype (Fig. 1H). Thus, the cell-autonomous phenotype (i.e. terminal location), of *Cdk5r1*^−/−^ mutant cortical projection neurons, was significantly influenced by the genetic tissue-wide landscape.

To identify the layer specificity of the MADM-labelled neurons in all three genotypes we applied immunohistochemistry for the markers Cux1, FoxP2 and Ctip2 (Fig. S3). While mutant neurons in the *Cdk5r1*-MADM were mainly distributed in the lower zones of the cortical wall (Fig. S3B), we observed a dispersion of upper layer neurons in the KO-*Cdk5r1*-MADM (Fig. S3C). Moreover, the lower layer markers revealed an inverted distribution with a dispersion of lower layer neurons in the upper half of the cortical wall in the KO-*Cdk5r1*-MADM, when compared to control-MADM (Fig. S3E–L). Nevertheless, in the *Cdk5r1*-MADM, a portion of FoxP2 and Ctip2-positive mutant neurons were ectopically located in the lowest zones (Fig. S3F–S3J).

To corroborate the above finding we established a second MADM platform by using MADM cassettes inserted in chr.5 (i.e. MADM-5) to more directly assay the consequences of *Cdk5* (located on chr.5) loss of function (Fig. S2B). We thus generated control-MADM (*MADM-5^GT/TG^;Emx1^Cre/+^*), *Cdk5*-MADM (*MADM-5^GT,Cdk5/TG^;Emx1^Cre/+^*) and cKO-*Cdk5*-MADM (*MADM-5^GT,Cdk5/TG,Cdk5^;Emx1^Cre/+^*) and analysed the terminal distribution of red and green cells across the somatosensory cortex at P15 (since cKO-*Cdk5*-MADM animals tend to die soon thereafter). Again, in control-MADM, red and green cells (both wild-type) distributed similarly when compared to each other, and similarly when compared to red and green cells in control-MADM using MADM-11 (Fig. 1E and I). In mosaic *Cdk5*-MADM, green mutant *Cdk5*^−/−^ cells accumulated in lower layers and the white matter (Fig. 1J). The migration phenotype of *Cdk5*^−/−^ cells in *Cdk5*-MADM appeared slightly stronger than the one of *Cdk5r1*^−/−^ cells in *Cdk5r1*-MADM (Fig. 1F and J). The small phenotypic difference could presumably be due to possible compensation by p39 upon loss of p35 and thus some minor residual CDK5 activity in *Cdk5r1*^−/−^ cells [40, 75]. In any case, red and green (both homozygous *Cdk5*^−/−^ mutant) neurons in KO-*Cdk5*-MADM showed clearly different distribution patterns when compared to control and mutant cells in control-MADM and/or *Cdk5*-MADM, respectively (Fig. 1I, J and K). Again, the distribution of green, homozygous *Cdk5*^−/−^ mutant neurons, in *Cdk5*-MADM, was significantly distinct when compared to green homozygous *Cdk5*^−/−^ mutant neurons in KO-*Cdk5*-MADM despite that both cell populations had the same genotype (Fig. 1L). Altogether, our data indicate that the state of the genetic environment contributes critically to the overall phenotype of individual cells.

### Developmental progression of tissue-wide effects impacting phenotypic manifestation upon sparse and global KO of p35/CDK5

To determine the emergence of non-cell-autonomous tissue-wide effects influencing radial neuron migration we pursued developmental time course analysis. We utilized the same MADM-based paradigms as described in the above section to visualize the single-cell phenotype upon sparse and global elimination of *Cdk5r1* (Fig. 2A–L) and *Cdk5* (Fig. 2M–X), respectively. At embryonic day (E) 14 no phenotypic difference—i.e. relative vertical distribution of mutant cells in mosaic versus cKO/KO—in VZ/SVZ and IZ was observed. However, small but significant differences were apparent in the upper zones, corresponding to the emerging CP, in both *Cdk5r1* and *Cdk5* comparative sparse and global MADM deletion paradigms (Fig. 2D and P). At E16 (Figs 2E–F and 2Q–R) and P0 (Figs 2I–J and 2U–V) time points, based on sparse mosaic MADM paradigms, the cell-autonomous phenotypes demonstrated critical requirement for *Cdk5r1/Cdk5* in migrating projection neurons to enter the developing cortical plate. In effect, although mutant cells could migrate from the VZ/SVZ through IZ, *Cdk5r1^−/−^* and *Cdk5^−/−^* mutant cells accumulated below the CP. The phenotypic manifestation became progressively stronger as the development of the CP proceeded. In contrast, mutant cells upon global *Cdk5r1/Cdk5* ablation in KO/cKO appeared to distribute more evenly across the developing cortical wall (Fig. 2G, K, S and W). Thus, the emerging cell-autonomous phenotype upon *Cdk5r1/Cdk5* ablation (deficit to enter the developing CP) was significantly affected by the global genetic constitution of the developing cortical wall.

**Figure 2:**
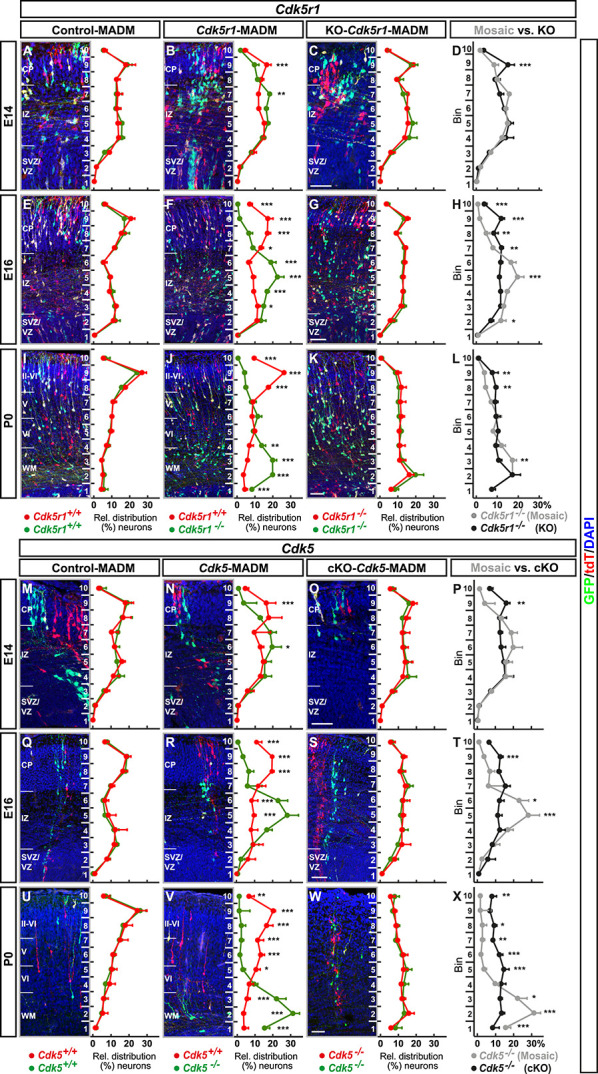
Developmental time course analysis of MADM-based sparse and global KO of p35/CDK5. (**A–L**) Analysis of green (GFP^+^) and red (tdT^+^) MADM-labeled projection neurons in (A, E, I) control-MADM (*MADM-11^GT/TG^;Emx1^Cre/+^*); (B, F, J) *Cdk5r1*-MADM (*MADM-11^GT/TG,Cdk5r1^;Emx1^Cre/+^*); and (C, G, K) KO-*Cdk5r1*-MADM (*MADM-11^GT,Cdk5r1/TG,Cdk5r1^; Emx1^Cre/+^*) at E14 (A–D), E16 (E–H) and P0 (I–L). Relative distribution (%) of MADM-labeled projection neurons is plotted in ten equal zones across the developing cortical wall. (D, H, L) Direct distribution comparison of *Cdk5r1^−/−^* mutant cells at E14 (D), E16 (H) and P0 (L) in *Cdk5r1*-MADM (grey) versus KO-*Cdk5r1*-MADM (black) distribution. (**M–X**) Analysis of green (GFP^+^) and red (tdT^+^) MADM-labeled projection neurons in (M, Q, U) control-MADM (*MADM-11^GT/TG^;Emx1^Cre/+^*); (N, R, V) *Cdk5*-MADM (*MADM-11^GT/TG,Cdk5^;Emx1^Cre/+^*); and (O, S, W) KO-*Cdk5*-MADM (*MADM-11^GT,Cdk5/TG,Cdk5^; Emx1^Cre/+^*) at E14 (M–P), E16 (Q–T) and P0 (U–X). Relative distribution (%) of MADM-labeled projection neurons is plotted in 10 equal zones across the developing cortical wall. (P, T, X) Direct distribution comparison of *Cdk5^−/−^* mutant cells at E14 (P), E16 (T), and P0 (X) in *Cdk5*-MADM (grey) versus KO-*Cdk5*-MADM (black) distribution. Nuclei were stained using DAPI (blue). N = 3 for each genotype with 10 (MADM-11) and 20 (MADM-5) hemispheres analysed. Data indicate mean ± SD, ^*^P < 0.05, ^**^P < 0.01 and ^***^P < 0.001. Cortical plate (CP), intermediate zone (IZ), subventricular zone/ventricular zone (SVZ/VZ), cortical layers (II–VI), white matter (WM). Scale bars: 100 μm.

### Distinct projection neuron migration dynamics upon sparse and global KO of p35/CDK5

To directly assess cortical projection neuron migration dynamics we measured physical movement *in-situ* by time-lapse imaging (Fig. 3A). We analysed neuronal migration in embryonic brain slices at E16 when cortical projection neurons were located at all stages in their sequential radial migration trajectory. We capitalized upon the exquisite single-cell resolution in the three—control-MADM (Fig. 3B, Movie S1), *Cdk5r1*-MADM (Fig. 3C, Movie S2) and KO-*Cdk5r1*-MADM (Fig. 3D, Movie S3)—experimental paradigms and recorded confocal images at 15 min intervals over an extended period of >15 h. Frames were generated from individual confocal stacks and processed for analysis (see Materials and Methods for details). From all imaging data, we could systematically analyse migration dynamics in movies of at least 12 h (725 min) for all three genetic MADM paradigms. We divided the developing cortical wall into two (lower and upper) zones. The lower zone comprised the VZ/SVZ and IZ, whereas the upper zone corresponded to the emerging CP. To empower our analysis, we employed a semi-automated tracking method to eliminate any experimenter bias (see Materials and Methods). We focused the analysis on the following four populations of MADM-labeled cells: control (red and green neurons in control-MADM), mosaic-control (red control neurons in *Cdk5r1*-MADM), mosaic-mutant (green *Cdk5r1*^−/−^ mutant neurons in *Cdk5r1*-MADM) and KO-mutant (red and green *Cdk5r1*^−/−^ mutant neurons in KO-*Cdk5r1*-MADM). First, we evaluated the relative distribution of cells with distinct genotypes across the two (upper and lower) zones at the start (t = 0) and the end (t = 725 min) of the recorded time series (Fig. 3E and F). We noticed that at the start time point roughly 50% of control, mosaic-control and KO-mutant (*Cdk5r1*^−/−^) cells were located in the upper and ~ 50% in the lower zone, respectively. In contrast, mosaic-mutant (*Cdk5r1*^−/−^) cells in *Cdk5r1*-MADM failed to distribute evenly between upper and lower zones, and accumulated significantly in the lower zone with much less cells in the upper zone. These data demonstrate that the cell-autonomous *Cdk5r1* function, to promote the transition from the IZ into the CP (e.g. Fig. 2B, F and J), is preserved in our *in vitro* migration assay. At the end time point, there was a trend whereby control and mosaic-control were slightly overrepresented in the upper zone relative to the amount of cells in the lower zone. However, mosaic-mutant neurons still displayed strong bias towards the lower zone, and KO-mutant cells remained at ~50/50 distribution at the end versus start time point.

**Figure 3:**
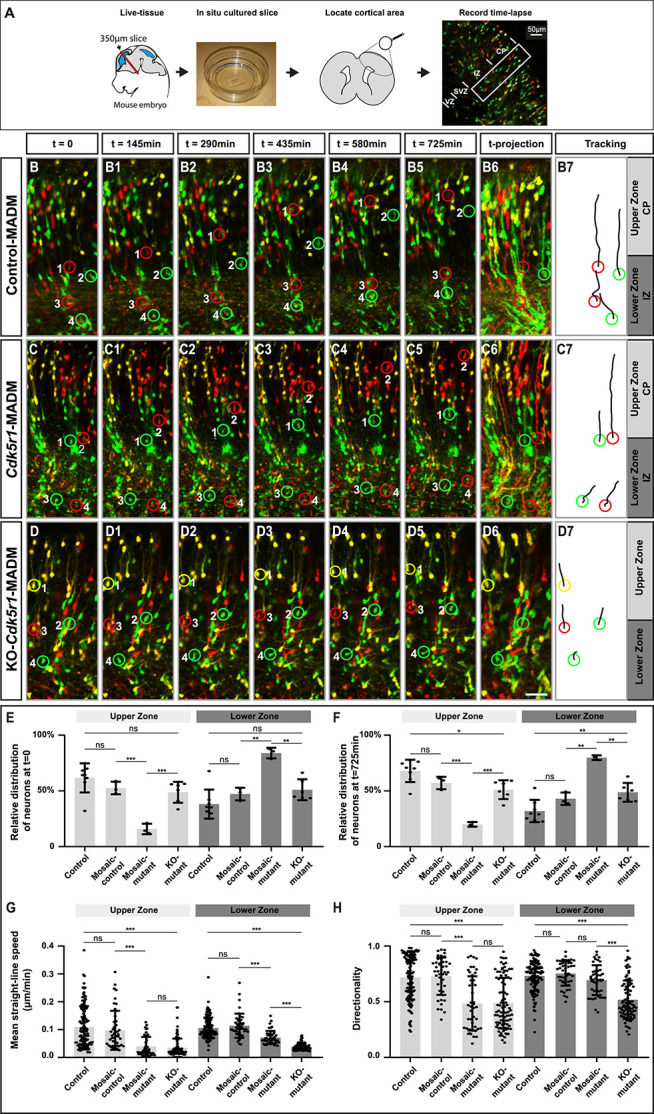
Projection neuron migration dynamics upon sparse and global KO of p35/CDK5. (**A**) Experimental setup for time-lapse imaging of MADM-labeled neurons in developing somatosensory cortex at E16. (**B–D**) Time-lapse imaging of (B-B5) control-MADM (*MADM-11^GT/TG^;Emx1^Cre/+^*), (C-C5) *Cdk5r1*-MADM (*MADM-11^GT/TG,Cdk5r1^;Emx1^Cre/+^*) and (D-D5) KO-*Cdk5r1*-MADM (*MADM-11^GT,Cdk5r1/TG,Cdk5r1^; Emx1^Cre/+^*). (B6, C6, D6) 12 h time projection of sequential images in IZ (lower zone) and emerging CP (upper zone) at 15 min frame rate. (B7, C7, D7) Tracking trajectories of indicated neurons (red and green rings) in control-MADM (B7), *Cdk5r1*-MADM (C7) and KO-*Cdk5r1*-MADM (D7). (**E**) Relative distribution of neurons at the start of the time-lapse t = 0 for each replicate time-lapse per genotype. (**F**) Relative distribution of neurons at the end of the time-lapse t = 725 min for each replicate time-lapse per genotype. (**G**) Mean straight-line speed of the top 15 tracks per replicate time-lapse per genotype. (**H**) Directionality of the top 15 tracks per replicate time-lapse per genotype. N = 3 videos from >2 independent animals. Data indicate mean ± SD, ^*^P < 0.05, ^**^P < 0.01 and ^***^P < 0.001. Scale bar: 40 μm.

Next we assessed migration speed (Fig. 3G) and directionality (Fig. 3H). Control and mosaic-control neurons did migrate at equal speeds in the upper and lower zones while mosaic-mutant and KO-mutant migrated at significantly slower speed in both compartments. Interestingly, KO-mutant neurons migrated even significantly slower than mosaic-mutant neurons in the lower zone. While control and mosaic-control neurons showed highly directional (vertical orientation from VZ toward pial surface) migration behavior in both, the upper and lower zones, mosaic-mutant and KO-mutant cells in the upper zone showed significantly less directional movement. In the lower zone, mosaic-mutant cells were not affected in directional movement when compared to control cells but migrating KO-mutant neurons showed significantly less directionality. Altogether, KO-mutant neurons migrated significantly slower and showed significantly less directional movement in the lower zone when compared to mosaic-mutant neurons. Thus, while both populations were *Cdk5r1*^−/−^, their environments were distinct (i.e. *Cdk5r1*^−/−^ only in KO-mutant). We therefore conclude that dynamics and directionality of radially migrating cortical projection neurons is critical dependent on the genetic landscape of the cellular environment.

### *In silico* modelling reveals cell-autonomous force generation and directionality in concert with environmental tissue resistance as minimal parameters instructing cortical projection neuron migration

The above data clearly demonstrated that the interplay of cell-autonomous gene function with non-cell-autonomous tissue-wide properties controls overall efficiency of cortical projection neuron migration. In order to obtain a more quantitative model we set out to define a minimal set of physical parameters sufficient to encompass migration dynamics on a statistical level. We based our approach on the cell tracking data, which we extracted from the time-lapse imaging experiments described above. We first analysed the trajectories of control cells from control-MADM (Fig. 4A), KO-mutant cells from KO-*Cdk5r1*-MADM (Fig. 4B) and mosaic-control and mosaic-mutant cells from *Cdk5r1*-MADM (Fig. 4C) and plotted the overall experimental velocity distribution of each cell population as a reference (Fig. 4D). More specifically, the temporal change in position resulted in a distribution of velocities (i.e. normalized velocity) throughout the developing cortical wall ranging from the ventricle to the pia (y axis in Fig. 4D). For control, mosaic-control and to some extent mosaic-mutant (cells in CP considered as ‘escapers’ being able to cross the IZ/CP border despite loss of *Cdk5r1*), neurons the distribution showed strong velocity peak within the lower half of the tissue (lower zone) followed by a sharp decrease in velocity around the border of the upper zone. However, KO-mutant cells did not display such characteristics but rather showed a more or less even distribution throughout the tissue. The velocity distributions and thus migration dynamics at the IZ-CP (lower–upper zone) border with a positional change in velocity implied a change in tissue architecture and suggested a difference in ‘stiffness’ between the two compartments. Indeed, atomic force microscopy measurements (i.e. Young’s moduli *E* as proxy for stiffness or resistance) previously indicated distinct stiffness of individual cortical compartments at different developmental stages [35].

**Figure 4:**
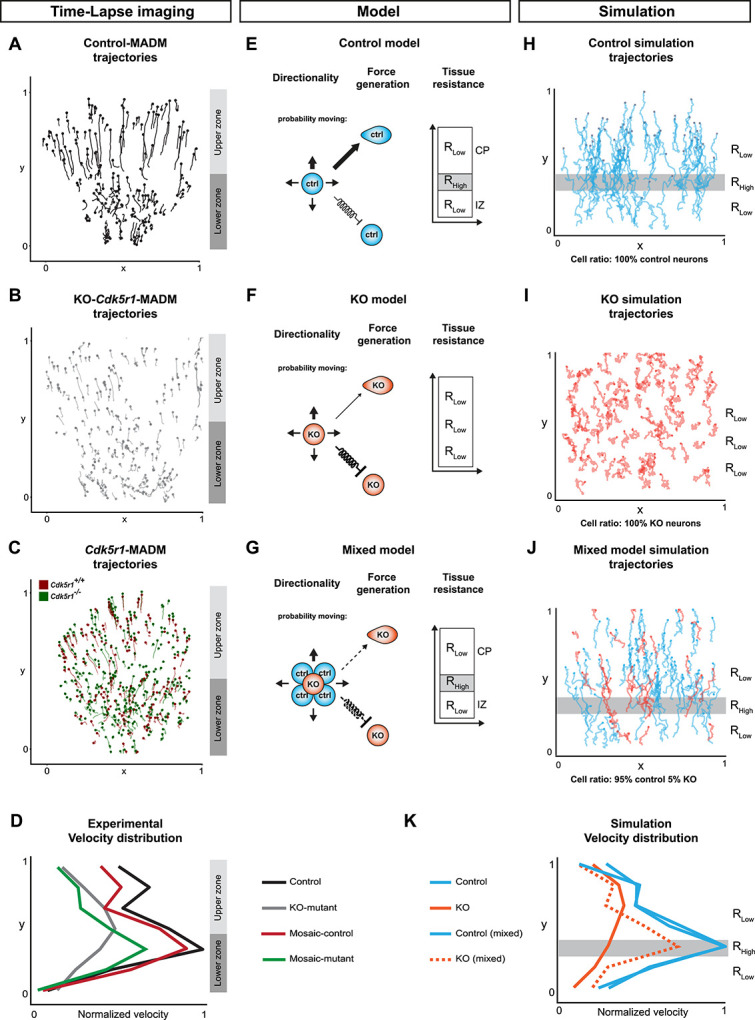
*In silico* modelling of neuronal migration dynamics upon MADM-based *Cdk5r1* ablation. (**A–C**) Representative migration trajectories in (A) control-MADM, (B) KO-*Cdk5r1*-MADM and (C) *Cdk5r1*-MADM. (**D**) Normalized velocity distributions from experimental data in control-MADM (n = 4), KO-*Cdk5r1*-MADM (n = 3) and *Cdk5r1*-MADM (n = 3). (**E**) Model of neuron migration in control environment with corresponding resistance zones. The thickness of the arrows indicates the probability to move in any direction. The random walk bias of cells in form of directionality and force generation when cells move (arrow) and with force conservation included as a spring constant when cells do not move (spring arrow). The directionality bias is defined as 65% in pial-direction for control. (**F**) Model of neuron migration in global *Cdk5r1* KO environment with a single resistance zone. The thickness of the arrows indicates the probability to move in any direction, here the directionality bias is defined as 51% in pial-direction. The random walk bias of cells in form of directionality and force generation when cells move (arrow) and with force conservation included as a spring constant when cells do not move (spring arrow). (**G**) Mixed model indicating cross interactions of *Cdk5r1^−/−^* mutant and control cells, respectively. The directionality bias is defined in pial-direction as a function of N_ctrl/N_Mut with a minimum at 51% and a maximum at 65%. The thickness of the arrows indicates the probability of the mutant neuron to move in any direction. The random walk bias of cells in form of directionality and force generation when cells move (arrow) and with force conservation included as a spring constant when cells do not move (spring arrow). (**H–I**) Simulation of migration trajectories in (H) control model, (I) global *Cdk5r1* KO model and (J) mixed model (95% Ctrl, 5% KO). Resistant zones are indicated accordingly. (**K**) Normalized velocity distributions of simulation trajectories.

Next, from the experimental data we extracted two cell-intrinsic parameters, directionality (*ρ*) and force generation (*α*), and inferred one extrinsic parameter defining the environmental tissue resistance (*R_i_*) (Fig. 4E, see also Materials and Methods). For the latter, in a reductionist model, we assumed that IZ and CP are relatively homogenous and that overall stiffness can be attributed to differences in physical pore-size distribution. In other words, when a cell migrates through a porous environment it will have to squeeze through different pores in order to advance. Thus, the overall resistance that the cells are experiencing decreases with increasing pore size. The magnitude of the resistance fields *R_i_* is defined as a free parameter of our system. As described above, in control conditions, migrating cells at the IZ-CP border seem to struggle in order to squeeze through. In contrast, due to virtual inexistence of physiological layer structure in KO-*Cdk5r1*-MADM the migration dynamics appear independent of the location and thus of the *R_tissue_*. To integrate the two described environments in the model, we designed an environment with three compartments and two different resistances (*R_low_* and *R_high_*). In the control environment, the layers were defined by *R_Control,tissue_* = *R_1_*,*R_2_*,*R_3_* for *R_2_* > *R_1_* ~ *R_3_*, with *R_2_* roughly corresponding to the IZ-CP border (Fig. 5E and Table S2) while in KO-*Cdk5r1*-MADM environment we set *R_KO,tissue_* = *R_KO_* with magnitude on the order of *R_1_*,*R_3_* (Fig. 5F and Table S2). The tissue resistance parameters in combination with directional bias *ρ* and force generation *α* allowed us to model cells as persistent random walkers (Fig. S4A, see also Materials and Methods for details).

**Figure 5:**
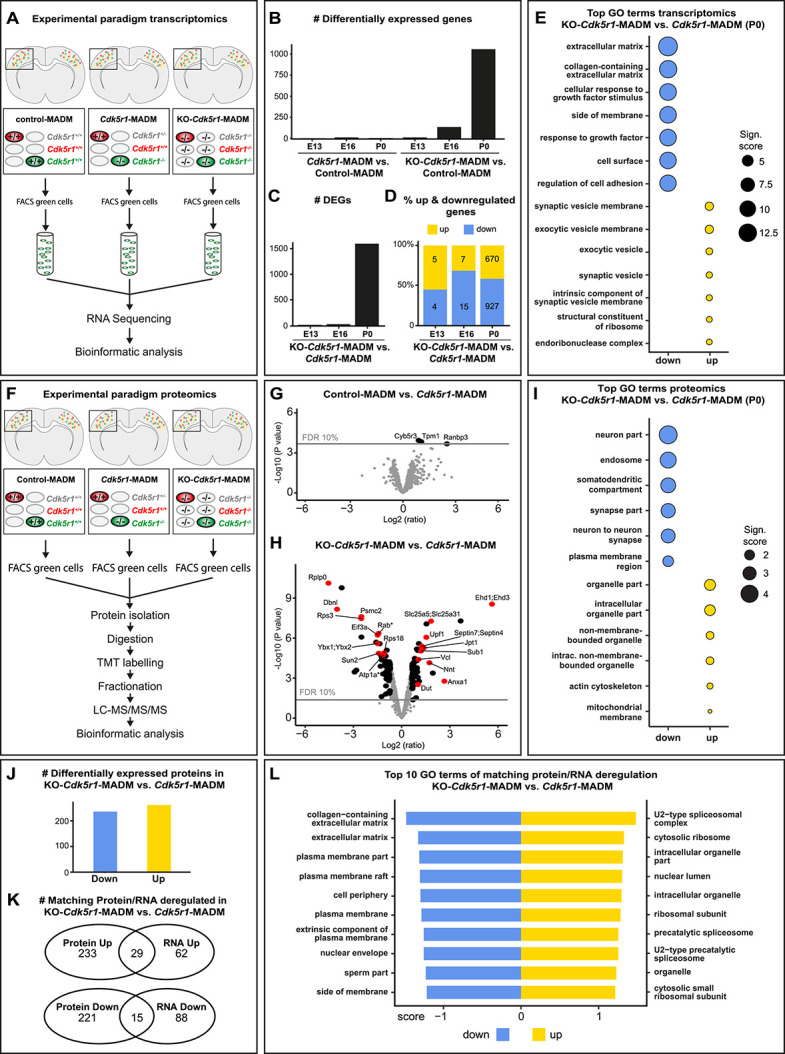
Gene and protein expression in *Cdk5r1^−/−^* mutant cells upon sparse and global KO. (**A**) Experimental paradigm and pipelines for gene expression profiling in control-MADM (left), *Cdk5r1*-MADM (middle) and KO-*Cdk5r1*-MADM (right). (**B**) Number of differentially expressed genes (DEGs) in *Cdk5r1*-MADM and KO*-Cdk5r1*-MADM versus control at E13, E16 and P0. (**C**) Number of DEGs in KO*-Cdk5r1*-MADM versus *Cdk5r1-*MADM at E13, E16 and P0. (**D**) Percentage of up- and downregulated genes in KO*-Cdk5r1*-MADM versus *Cdk5r1-*MADM at E13, E16 and P0. (**E**) Top GO terms associated with genes in (C and D) at P0. Note that GO term enrichments for upregulated genes are non-significant. (**F**) Experimental paradigm and pipelines for proteome profiling in control-MADM (left), *Cdk5r1*-MADM (middle) and KO-*Cdk5r1*-MADM (right). (**G**) Volcano plot showing deregulated proteins in control-MADM versus *Cdk5r1*-MADM comparison at P0. Note that only three proteins were significantly upregulated. (**H**) Volcano plot showing deregulated proteins KO*-Cdk5r1*-MADM versus *Cdk5r1*-MADM comparison at P0. Asterisks indicate that Rab and Atp1a protein groups consist of several isoforms not listed in the figure. (**I**) Top enriched GO terms associated with genes encoding the proteins as shown in (H). (**J**) Number of genes associated with differentially expressed proteins in KO-*Cdk5r1*-MADM versus *Cdk5r1*-MADM. Note that criteria for significant differential expression were relaxed compared to (H). (**K**) Venn diagrams indicating the overlap of deregulated genes in transcriptomic and proteomic datasets in KO-*Cdk5r1*-MADM versus *Cdk5r1*-MADM. (**L**) Top 10 GO-terms associated with gene sets that are up- and downregulated in both (transcriptomic and proteomic) data sets (overlap in K).

Based on our model, we next simulated control neuron migration (Fig. 4H) and could very closely mimic the experimentally observed migration behavior and velocity distribution (Fig. 4A, D, H and K). Likewise, the simulation of KO-mutant cells (Fig. 4I) in a uniformly low resistance environment *R_KO,tissue_* (with reduced directionality parameter *ρ* and force scaling parameter *α*, respectively) matched our observations in experimental data from KO-*Cdk5r1*-MADM paradigm (Fig. 4B, D, I and K).

Next we utilized a ‘mixed model’ where we introduced KO-mutant cells into a surrounding of control cells with according control tissue resistance environment (Fig. 4G). Here we introduced a linear coupling of directionality *ρ* and force generation coefficient *α* with the ratio of control to KO-mutant cells (Fig. 4J, Fig. S4B). The simulation conducted with the mixed model mimicked the dynamics and distributions we detected in *Cdk5r1*-MADM where mutant neurons appeared more dynamic than in KO-*Cdk5r1*-MADM (Fig. 4J–K). We could model the emergence of the non-cell-autonomous effects with increasing ratio of KO-mutant cells to control (Fig. S4C). The more KO-mutant cells present in the simulation, the more uniform the velocity distribution appeared across the vertical axis of the cortical wall. At a ratio of 4/96% (KO-mutant to control), the KO-mutant cells showed velocity distribution like mosaic-mutant cells and control cells (similar to the observation in the experimental data). In contrast, at a ratio of 10/90%, the KO-mutant cells displayed velocity distribution as observed in KO-*Cdk5r1*-MADM. Moreover, in our model, we found that the transition between the two distributions appeared abruptly between 5% and 6% abundance of KO-mutant cells. In summary, our *in silico* model can provide an accurate quantitative replicate of the migration behavior and dynamics as measured *in situ*. Our data further demonstrate that the relative amount of *Cdk5r1^−/−^* mutant cells and thus the overall genetic landscape within the cortical tissue critically impacts on the migration dynamics of individual cells.

### **Distinct deregulation of gene expression in *Cdk5r1*** ^***−/−***^ **mutant cells upon sparse and global KO**

Our data so far indicate distinct single-cell *in vivo* phenotypes in *Cdk5r1^−/−^* mutant cells depending on the genetic state of the environment. By using *in silico* modelling, we also showed that the tissue resistance (in combination with cell-intrinsic directionality and force generation capability) along the migration path represented a most critical physical parameter. To obtain a hint on molecular correlates mirroring the distinct observed phenotypes, we next pursued transcriptome analysis. We specifically isolated green GFP^+^ MADM-labeled cortical projection neurons by FACS [45, 46] in control-MADM (*Cdk5r1^+/+^*), *Cdk5r1*-MADM (*Cdk5r1^−/−^*) and KO-*Cdk5r1*-MADM (*Cdk5r1^−/−^*) at E13, E16 and P0, respectively (Fig. 5A). 

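This experiment comprised 81 libraries of polyadenylated RNA, each made from the GFP+ cells sorted from 1 cerebral cortex. MADM labels single cells by an exchange between copies of a chromosome, which Emx1-Cre starts in cortical progenitors. In control-MADM no cell is mutant. In Cdk5r1-MADM the green cells are mutant in a heterozygous cortex, and in KO-Cdk5r1-MADM all cells are mutant. At E13 there were 9 control-MADM, 8 Cdk5r1-MADM and 5 KO-Cdk5r1-MADM libraries. At E16 there were 12, 8 and 11, and at P0 there were 12, 6 and 10. The authors aligned the reads to mm10 with STAR, kept reads that align to a single place, and deposited STAR's count of reads on each gene for each library, without normalization. These counts cover whole genes, so the coverage of the deleted regions that the authors took from the alignments was not used here. The column that ignores the strand was used, because the share of gene reads on the annotated strand was between 0.489 and 0.553 over all libraries. At E13, the total count on genes was between 1127460 and 4550134 per library in control-MADM (median 4069837), between 2243 and 6499949 in Cdk5r1-MADM (median 5020458) and between 3787965 and 4877750 in KO-Cdk5r1-MADM (median 4748165). The Cdk5r1-MADM replicates 2 and 5 at E13 were nearly empty, with 2243 and 2610 counts. At E16, the totals were between 867748 and 6946345 in control-MADM (median 4753564.5), between 615516 and 5267196 in Cdk5r1-MADM (median 4466651.5) and between 1094174 and 6743597 in KO-Cdk5r1-MADM (median 4573355). At P0, they were between 3635070 and 5480448 in control-MADM (median 4473665), between 2356133 and 5692309 in Cdk5r1-MADM (median 4249120.5) and between 4007541 and 5393155 in KO-Cdk5r1-MADM (median 4622080).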

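The paper removed libraries with less than 50% uniquely aligned reads and libraries set apart in a principal component analysis, 9 of 81 in all, without naming them in its text, and tested genes with a mean count above 10 with DESeq2. Here, 2 libraries under 50% were left out, control-MADM E13 replicate 4 with 26.95% and Cdk5r1-MADM E16 replicate 5 with 22.4%, and none was removed by its position. The 3 genotypes of each age were fitted together with edgeR's quasi-likelihood test after TMM normalization, over genes with a mean count above 10, and p values were adjusted by the Benjamini-Hochberg method. A gene with an adjusted p under 0.05 is called a DEG. Libraries without molecular identifiers count amplified fragments, so limits from a count of 0 cover counting error only.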

We performed RNA-sequencing of small bulk samples using SMARTer technology, followed by bioinformatics analysis (see Materials and Methods). 

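Cdk5r1 (ENSMUSG00000048895.13) lies on chromosome 11 of mm10 from 80477023 to 80481184. The deletion from 80477417 to 80478722 removes 1306 of its 4162 exon bases, so transcripts that keep the rest are still counted, and the loss of these bases alone would lower a whole-gene count by a log2 of -0.54. Normalized CPM (for group values, counts scaled to the library total on tested genes, and for single libraries and figures, to the total on all genes) of Cdk5r1 were lower on average in both mutant paradigms at each age. At E13, the level was 76.3 ± 39.7 CPM in control-MADM (SD, n = 8), 22.9 ± 15.3 in Cdk5r1-MADM (SD, n = 8) and 19.4 ± 7.85 in KO-Cdk5r1-MADM (SD, n = 5). The Cdk5r1-MADM mean is lowered by the nearly empty replicates 2 and 5, whose 0 counts carry no information. The other Cdk5r1-MADM libraries were at 17.94 to 36.83 CPM. The log2 fold change against control-MADM was -1.33 in Cdk5r1-MADM (standard error 0.328, adjusted p = 1 from edgeR) and -1.97 in KO-Cdk5r1-MADM (standard error 0.369, adjusted p = 0.12 from edgeR). The library labelled control-MADM E13 replicate 2 decides both calls. Its Cdk5r1 level was 16.7 CPM, within the range of the KO-Cdk5r1-MADM libraries, and without it the adjusted p was 0.0119 for Cdk5r1-MADM and 0.000411 for KO-Cdk5r1-MADM. With DESeq2 in place of edgeR, the adjusted p in KO-Cdk5r1-MADM was 0.00434 with that library included. At E16, the level was 198 ± 37.8 CPM in control-MADM (SD, n = 12), 68.1 ± 5.22 in Cdk5r1-MADM (SD, n = 7) and 54.4 ± 6.72 in KO-Cdk5r1-MADM (SD, n = 11). The log2 fold change was -1.54 (standard error 0.121, adjusted p = 1.52e-10 from edgeR) and -1.86 (standard error 0.104, adjusted p = 5.53e-15 from edgeR), respectively. The alternative that moved the level most was to keep the Cdk5r1-MADM library under 50% uniquely aligned reads, with which the log2 fold change in Cdk5r1-MADM was -0.42 (adjusted p = 0.922 from edgeR). At P0, the level was 182.8 ± 32.8 CPM in control-MADM (SD, n = 12), 73.3 ± 25.3 in Cdk5r1-MADM (SD, n = 6) and 77.9 ± 14.2 in KO-Cdk5r1-MADM (SD, n = 10). The log2 fold change was -1.32 (standard error 0.152, adjusted p = 4.81e-06 from edgeR) and -1.23 (standard error 0.125, adjusted p = 2.49e-07 from edgeR), respectively. All mutant libraries kept in the fits at E16 and P0, those with at least 50% uniquely aligned reads, were below the lowest control-MADM library of their age. Between KO-Cdk5r1-MADM and Cdk5r1-MADM, the Cdk5r1 level did not pass the threshold at any age (log2 fold change -0.64, -0.32 and 0.09 at E13, E16 and P0, adjusted p = 0.889, 0.345 and 0.776 from edgeR). At E16 the unadjusted p was 0.00891, and all 11 KO-Cdk5r1-MADM libraries were below the Cdk5r1-MADM median.

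**Figure D1:**
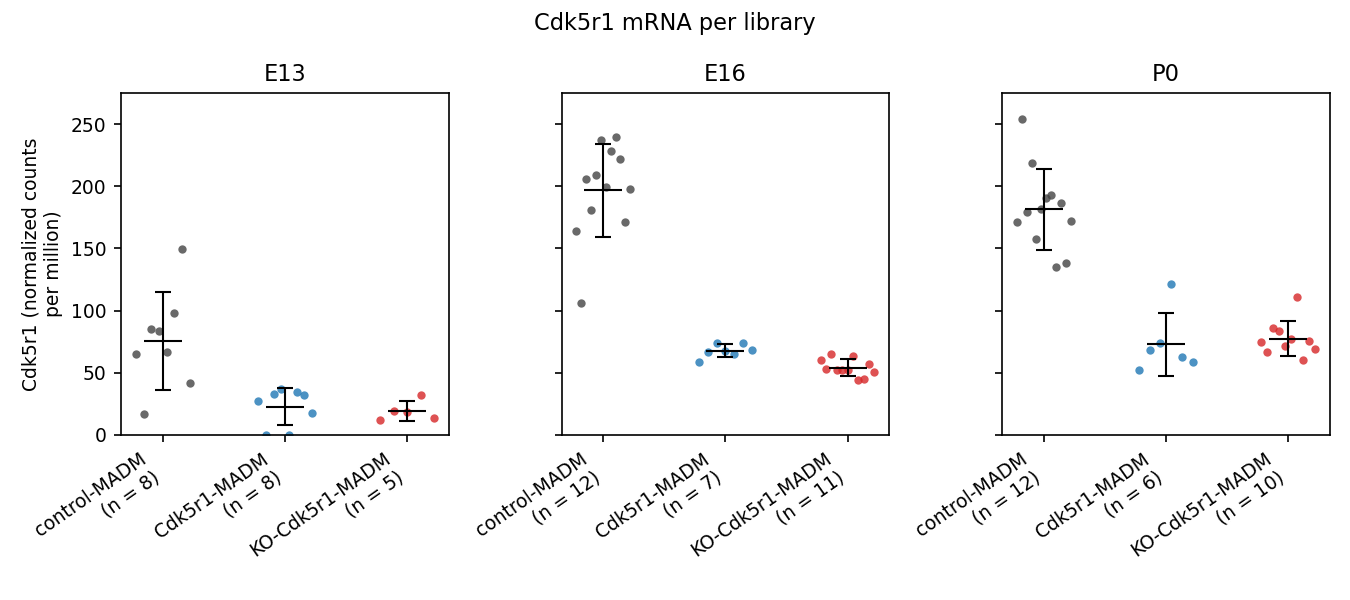
Normalized CPM of Cdk5r1 (y axis) in each fitted library (points) of control-MADM, Cdk5r1-MADM and KO-Cdk5r1-MADM at E13, E16 and P0, with the mean and SD of each group (bars). At E13, 1 control-MADM library sits among the mutant libraries, and the 2 nearly empty Cdk5r1-MADM libraries are at 0.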

First we analysed *Cdk5r1* expression and found that in both (sparse and global KO) deletion paradigms, the *Cdk5r1* expression level was close to zero while in control (*Cdk5r1^+/+^*) cells substantial *Cdk5r1* expression was evident (Fig. S5). These data validated the MADM-based *Cdk5r1* ablation paradigms. We next analysed differentially expressed genes (DEGs) in *Cdk5r1*-MADM and KO-*Cdk5r1*-MADM in comparison to control-MADM (Fig. 5B). 

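At E13, 12194 genes were tested against control-MADM. Cdk5r1-MADM had 0 DEGs, with 369 genes at an unadjusted p under 0.05, and KO-Cdk5r1-MADM had 0 DEGs, with 794 genes at an unadjusted p under 0.05, where 609.7 would be expected if no gene changed. Single libraries decide these counts. Without the library labelled control-MADM E13 replicate 2, there were 2 DEGs in Cdk5r1-MADM and 1 in KO-Cdk5r1-MADM, and without KO-Cdk5r1-MADM E13 replicate 4 there were 41 in KO-Cdk5r1-MADM. At E16, 12801 genes were tested. Cdk5r1-MADM had 2 DEGs, both downregulated, and 689 genes at an unadjusted p under 0.05. One of them was Cdk5r1. The other was Gm10039 (ENSMUSG00000091478.2), a processed pseudogene on chromosome 11 from 100361716 to 100362126, with 4.31 ± 0.920 CPM in Cdk5r1-MADM (SD, n = 7) and 38.5 ± 23.8 CPM in control-MADM (SD, n = 12), a log2 fold change of -3.14 (standard error 0.479, adjusted p = 0.00133 from edgeR). Its reads can be shared with its parent gene, so its counts are less certain. KO-Cdk5r1-MADM had 480 DEGs at E16, of which 218 were upregulated and 262 downregulated. Among the genes with the smallest adjusted p were Qk (log2 fold change -0.92, adjusted p = 0.00334 from edgeR) and Faap100 (0.61, adjusted p = 0.0164). The count of 480 depended on single libraries. It was between 29, without KO-Cdk5r1-MADM E16 replicate 11, and 1594, without KO-Cdk5r1-MADM E16 replicate 4, over the 23 fits that each left out 1 library. The alternative that moved it most was 5 libraries per group, which gave a median of 2 DEGs over 20 draws.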

At P0, we identified three significant DEGs in *Cdk5r1*-MADM, which was in stark contrast to the KO-*Cdk5r1*-MADM cells where we identified 1056 DEGs (padj<0.05, DESeq2). Thus depending on the state of the genetic environment (global *Cdk5r1* KO or not), three orders of magnitude higher number of DEGs was observed in individual *Cdk5r1^−/−^* mutant cells. 

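At P0, 13087 genes were tested. In Cdk5r1-MADM, the 2 DEGs were Cdk5r1 and AA465934, and 613 genes had an unadjusted p under 0.05. AA465934 (ENSMUSG00000093483.1) is a processed transcript on chromosome 11 from 83291699 to 83294632, 2814676 bases from Cdk5r1. Its level was 59.8 ± 7.29 CPM in Cdk5r1-MADM (SD, n = 6) and 7.48 ± 2.57 CPM in control-MADM (SD, n = 12), a log2 fold change of 3.00 (standard error 0.252, adjusted p = 6.7e-09 from edgeR), and all 6 Cdk5r1-MADM libraries were above the control-MADM median. In KO-Cdk5r1-MADM, AA465934 changed by as much (standard error 0.231, adjusted p = 7.13e-10 from edgeR). The KO-Cdk5r1-MADM libraries had 675 DEGs against control-MADM, with a median absolute log2 fold change of 0.716, and 180 of them changed by more than 1 on the log2 scale. Of these DEGs, 168 were upregulated and 507 downregulated. Apart from Cdk5r1, the smallest adjusted p among the downregulated genes was that of Atp1b1 (ENSMUSG00000026576.12), which encodes a subunit of the sodium-potassium ATPase. Its level was 123.8 ± 16.6 CPM in KO-Cdk5r1-MADM (SD, n = 10) and 237.8 ± 57.5 CPM in control-MADM (SD, n = 12), a log2 fold change of -0.94 (standard error 0.116, adjusted p = 1.22e-05 from edgeR). Ntrk2 (log2 fold change -0.91, adjusted p = 0.000426 from edgeR), Sorcs3 (-1.14, adjusted p = 0.000426) and Me1 (-0.68, adjusted p = 0.00104) came next. Among the upregulated genes, Neurod1 rose from 42.3 ± 13.4 to 74.1 ± 16.1 CPM, a log2 fold change of 0.81 (standard error 0.15, adjusted p = 0.00295 from edgeR). The count of 675 was 1079 without control-MADM P0 replicate 3, 372 without control-MADM P0 replicate 9, 438 without control-MADM P0 replicate 6 and 378 without KO-Cdk5r1-MADM P0 replicate 5. A covariate for the mitochondrial class of the libraries, described below and chosen after seeing the data, left 7 DEGs. The count in Cdk5r1-MADM was 2 in each fit that left out 1 library.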

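The group sizes at P0 differ, with 6 Cdk5r1-MADM and 10 KO-Cdk5r1-MADM libraries. With all groups drawn down to 6 libraries, KO-Cdk5r1-MADM had a median of 78 DEGs against control-MADM over 20 draws (range 3 to 626), and Cdk5r1-MADM a median of 2 (at most 5). KO-Cdk5r1-MADM had more DEGs than Cdk5r1-MADM in 19 of the 20 draws. With the counts of each library thinned to 1094174, KO-Cdk5r1-MADM had 110 DEGs and Cdk5r1-MADM had 2 at P0.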

Next, we directly compared the difference in DEGs between *Cdk5r1^−/−^* mutant cells in sparse versus global KO. We observed a progressive increase of DEGs during development with slightly more genes showing downregulation (Fig. 5C–D). 

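In the direct comparison of KO-Cdk5r1-MADM with Cdk5r1-MADM, there were 0 DEGs at E13, 1 at E16 and 1125 at P0, and 729 genes at E13 and 1291 genes at E16 had an unadjusted p under 0.05. The DEG at E16 was mt-Nd3 (ENSMUSG00000064360.1), a gene of the mitochondrial genome, at 0.17 ± 0.286 CPM in KO-Cdk5r1-MADM (SD, n = 11) and 9.49 ± 1.31 CPM in Cdk5r1-MADM (SD, n = 7). Because the KO-Cdk5r1-MADM libraries are at or below 3 counts, its scaled count is at least 11.3-fold lower (adjusted p = 0.00456 from edgeR). Reads of mt-Nd3 also separate the control-MADM libraries at E16 and P0. Of these, 12 have its reads and 12 have reads of the mitochondrial pseudogene Gm28438 in their place. With pseudogene reads in their place, the lower count does not by itself show less mt-Nd3 transcript. All fitted KO-Cdk5r1-MADM libraries of these ages belong to the pseudogene class and all fitted Cdk5r1-MADM libraries to the mt-Nd3 class, so at both ages these genotypes and classes cannot be told apart. At P0, 433 DEGs were upregulated and 692 downregulated, that is 61.5% downregulated, and the median absolute log2 fold change was 0.722. The fits that each left out 1 library gave between 560 DEGs, without Cdk5r1-MADM P0 replicate 1, and 1353, without KO-Cdk5r1-MADM P0 replicate 9. The count at E16 was 8 without KO-Cdk5r1-MADM E16 replicate 4 and 2 without KO-Cdk5r1-MADM E16 replicate 1. The count at E13 was 5 without KO-Cdk5r1-MADM E13 replicate 4 and 1 without Cdk5r1-MADM E13 replicate 7. The alternative that moved the E16 count most was to keep the library under 50% uniquely aligned reads, which gave 360 DEGs. The difference between ages was tested as an interaction over 12930 genes. The change from Cdk5r1-MADM to KO-Cdk5r1-MADM differed between P0 and E16 for 535 genes, of which 446 were lower at P0, and between P0 and E13 for 103 genes, of which 62 were higher and 41 lower at P0. It differed between E16 and E13 for 0 genes, with 1249 at an unadjusted p under 0.05.

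**Figure D2:**
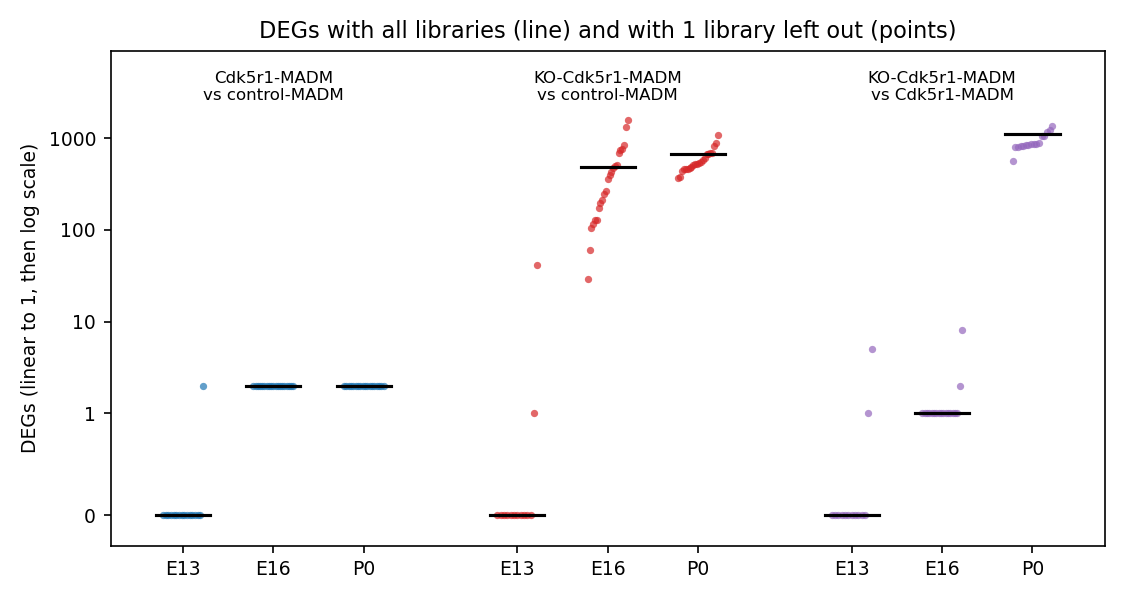
Number of DEGs (y axis, linear to 1 and logarithmic above) for each pair of genotypes at E13, E16 and P0. Lines give the count with all libraries and points the counts of the fits that each left out 1 library, which spread most for KO-Cdk5r1-MADM against control-MADM at E16.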

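Atp1b1 had the smallest adjusted p of all genes between KO-Cdk5r1-MADM and Cdk5r1-MADM at P0, with a level of 288.7 ± 39.9 CPM in Cdk5r1-MADM (SD, n = 6) and a log2 fold change of -1.22 (standard error 0.134, adjusted p = 2.98e-06 from edgeR). It was followed among the downregulated genes by Fst (log2 fold change -2.95, adjusted p = 0.00013 from edgeR), Sorcs3 (-1.43, adjusted p = 0.00013), Rgs5 (-2.51, adjusted p = 0.000512) and Alcam (-0.95, adjusted p = 0.000512). Fst was at 30.26 to 86.79 CPM in Cdk5r1-MADM, 3.741 to 36.96 in control-MADM and 0.5551 to 15.3 in KO-Cdk5r1-MADM. Part of its change is thus a higher level in Cdk5r1-MADM, which was not called against control-MADM. Rgs5 is a marker of vascular mural cells. The upregulated genes with the smallest adjusted p were Kcng1 (log2 fold change 2.43, adjusted p = 0.000512 from edgeR), Neurod1 (1.13, adjusted p = 0.0011), Map2k6 (0.85, adjusted p = 0.00117), Adi1 (0.69, adjusted p = 0.00117) and Copa (0.55, adjusted p = 0.00147). The genes called in the same direction against both control-MADM and Cdk5r1-MADM numbered 112 upregulated and 378 downregulated.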

To obtain more insight into the biological DEG functions we performed gene ontology (GO) enrichment analysis at P0 on the 670 up- and 927 downregulated genes (Fig. 5E). The top enriched GO terms for the downregulated genes (blue) were highly significant (padj<2.45x10^−9^, hypergeometric test) and associated with extracellular matrix (ECM), cell membrane and cell adhesion. 

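Lists of gene families, fixed before the data were examined, stand in for GO terms. The ECM list holds collagens, laminins, proteoglycans, matrix proteases and other matrix proteins, and the adhesion list holds cadherins, integrins, contactins, claudins and other adhesion molecules. Of the 122 tested genes of the ECM list, 22 were downregulated DEGs between KO-Cdk5r1-MADM and Cdk5r1-MADM where 6.46 were expected (one-sided Fisher's exact test, p = 3.75e-07). Adjusted over the list alone, 33 of its genes were lower and 7 higher. Its median log2 fold change was -0.22, with 86 genes lower and 36 higher. Of the 119 tested genes of the adhesion list, 22 were downregulated DEGs where 6.3 were expected (one-sided Fisher's exact test, p = 2.38e-07). Adjusted over the list alone, 30 were lower and 7 higher, and the median was -0.27. The camera test with a preset correlation between genes of 0.01 gave p = 5.84e-05 for the ECM list and 7.43e-06 for the adhesion list. Under fry, both calls held (p = 0.00649 and 0.000211). With an estimated correlation, that of the adhesion list held (p = 0.0244) and that of the ECM list did not (p = 0.116). The enrichment p stayed between 2.37e-10 and 2.19e-05 for the ECM list and between 5.49e-08 and 0.000547 for the adhesion list over the 16 fits that each left out 1 library. A covariate for the mitochondrial class of the libraries, chosen after seeing the data, gave p = 1 for both lists. It left only 1 DEG to enrich, so this p decides nothing.

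**Figure D3:**
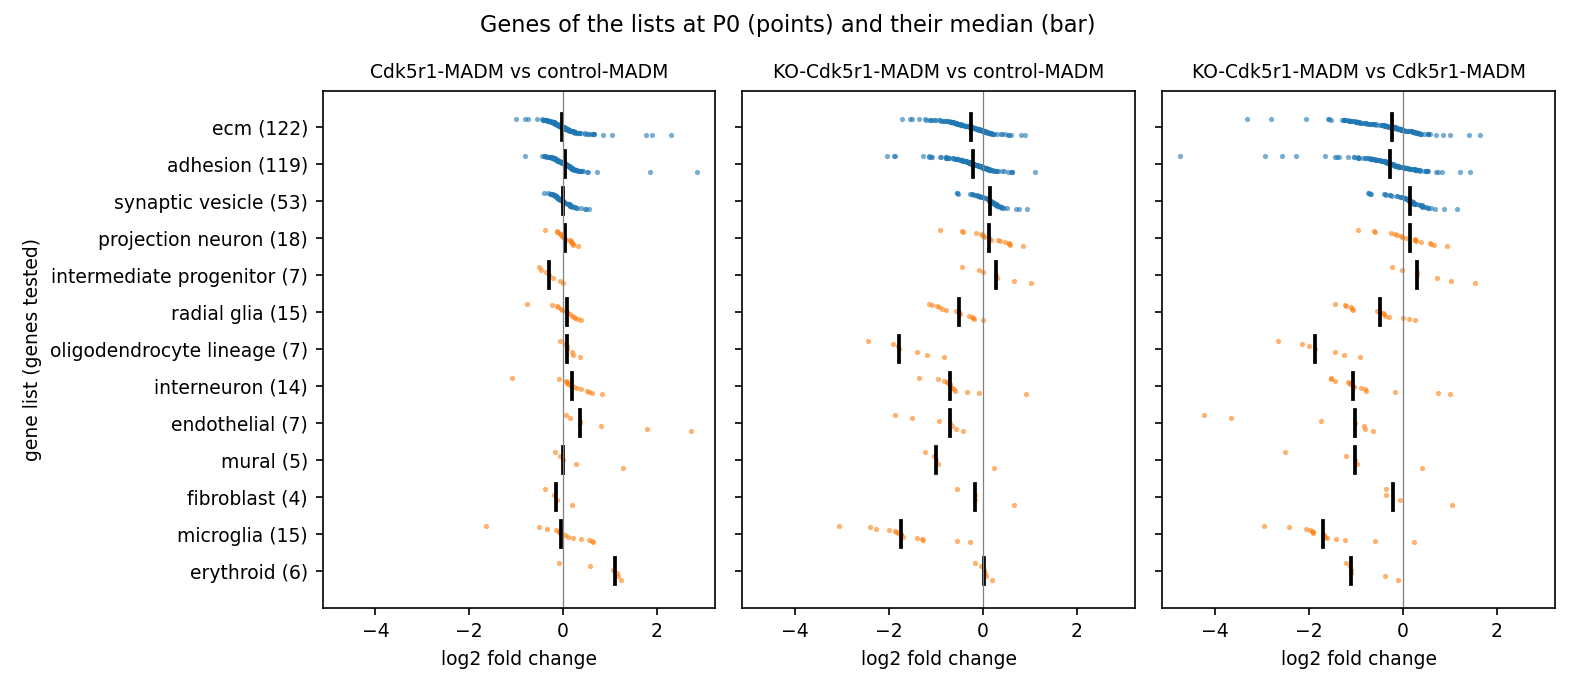
Log2 fold change (x axis) of each tested gene (points) of the lists of gene families (blue) and of cell type markers (orange) at P0, for Cdk5r1-MADM and KO-Cdk5r1-MADM against control-MADM and for KO-Cdk5r1-MADM against Cdk5r1-MADM, with the median of each list (black bars). The medians of the ECM and adhesion lists are below 0 in both comparisons of KO-Cdk5r1-MADM, as are those of the endothelial, microglia and oligodendrocyte lineage markers.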

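Matn4 (ENSMUSG00000016995.17) had the smallest adjusted p of the ECM list, with 12.8 ± 7.77 CPM in KO-Cdk5r1-MADM (SD, n = 10) and 53.8 ± 8.45 CPM in Cdk5r1-MADM (SD, n = 6), a log2 fold change of -2.06 (standard error 0.313, adjusted p = 0.000512 from edgeR). Fbln2 (log2 fold change -0.98, adjusted p = 0.00147 from edgeR), Sdc4 (-1.15, adjusted p = 0.00339), Sparcl1 (-1.13, adjusted p = 0.00349) and Ncan (-0.99, adjusted p = 0.00374) came next. In the adhesion list, the smallest adjusted p after that of Alcam was that of Cntn1, with 36.9 ± 7.78 and 76.7 ± 19.4 CPM, respectively, and a log2 fold change of -1.05 (standard error 0.188, adjusted p = 0.00147 from edgeR). Itga3 was upregulated (log2 fold change 1.44, adjusted p = 0.00225 from edgeR), and Cd44 (-1.66, adjusted p = 0.00232) and Cldn5 (-4.75, adjusted p = 0.00244) were downregulated. Cldn5 was high in single Cdk5r1-MADM libraries, with a range of 4.24 to 294.4 CPM.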

GO term enrichment in the upregulated (yellow) genes was not significant (padj>0.5) and associated with synaptic terms (Fig. 5E). 

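A list of synaptic vesicle genes, fixed in the same way, had 53 tested genes. Between KO-Cdk5r1-MADM and Cdk5r1-MADM at P0, 4 of them were upregulated DEGs where 1.75 were expected (one-sided Fisher's exact test, p = 0.0973). Adjusted over the list alone, 5 were higher and 2 lower. The median log2 fold change was 0.15, with 38 genes higher and 15 lower (camera, p = 0.0199). This call did not hold under fry (p = 0.226) or with an estimated correlation (p = 0.416). The enrichment p was under 0.05 in 3 of the 16 fits that each left out 1 library. With the share of reads outside genes as a covariate, it was 0.0282, and with the replicate number as a block it was under 0.05 as well. For KO-Cdk5r1-MADM against control-MADM at P0, 3 genes were upregulated DEGs where 0.681 were expected (one-sided Fisher's exact test, p = 0.0306). There camera gave p = 0.00204, or 0.283 with an estimated correlation, and fry 0.122. In the combined P0 comparison below, it was 7 where 1.4 were expected (p = 0.000448, fry 0.0124, camera with an estimated correlation 0.17).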

In summary, transcriptome analysis identified downregulation of ECM, membrane associated and cell adhesion genes as major classes of DEGs in *Cdk5r1^−/−^* cells in global KO-*Cdk5r1*-MADM but not sparse mosaic *Cdk5r1*-MADM.

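Against control-MADM at P0, the ECM list had 19 downregulated DEGs in KO-Cdk5r1-MADM where 4.73 were expected (one-sided Fisher's exact test, p = 2.18e-07), and the adhesion list had 15 where 4.61 were expected (p = 5.52e-05). Adjusted over the list alone, 24 ECM genes were lower and 3 higher, and 26 adhesion genes were lower and 5 higher. The median log2 fold changes were -0.25 and -0.21. In Cdk5r1-MADM, 0 genes of either list were DEGs, adjusted over all genes or adjusted over the list alone. The median log2 fold change was -0.02 for the ECM list, with 62 genes lower and 60 higher (camera, p = 0.875), and 0.05 for the adhesion list, with 52 lower and 67 higher (camera, p = 0.131). Markers of cells other than projection neurons also changed in KO-Cdk5r1-MADM. By a work that the paper cites for Emx1-Cre, glia of the cortex also come from Emx1-expressing cells. Glial markers can therefore come from labelled mutant cells. The median log2 fold change against Cdk5r1-MADM was -1.01 over 7 endothelial markers and -1.86 over 7 oligodendrocyte lineage markers. From the enriched terms among the downregulated genes, the paper concludes that ECM, membrane and adhesion genes are lower in mutant cells when the whole tissue lacks Cdk5r1, and not when mutant cells are sparse.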

### **Deregulation of ECM and cell adhesion proteins upon global but not sparse *Cdk5r1*** ^***−/−***^ **KO**

Next, we determined putative differences in *Cdk5r1^−/−^* mutant cells upon global versus sparse KO at the proteomic level. We thus isolated the green GFP^+^ MADM-labeled cortical projection neurons by FACS [45, 46] in control-MADM (*Cdk5r1^+/+^*), *Cdk5r1*-MADM (*Cdk5r1^−/−^*) and KO-*Cdk5r1*-MADM (*Cdk5r1^−/−^*) (Fig. 5F), followed by liquid chromatography–tandem mass spectrometry (LC–MS/MS) (Fig. 5F, see also Materials and Methods). First we compared the proteome of *Cdk5r1*-MADM mutant neurons to control-MADM cells whereby we identified (only) three significantly deregulated proteins (Fig. 5G). However, when mutant cells in *Cdk5r1*-MADM (*Cdk5r1^−/−^*) were compared with mutant cells in KO-*Cdk5r1*-MADM (*Cdk5r1^−/−^*), we identified 59 and 61 significantly up- and downregulated proteins, respectively (Fig. 5H). GO-term enrichment analysis (of the genes associated with the above differentially expressed proteins) indicated top GO terms associated with membrane and neuron–neuron contact among the downregulated group, thus corroborating our findings from the transcriptome analysis. GO-terms for the upregulated group were mainly associated with intracellular processes such as organelles (Fig. 5I). Having proteomic and transcriptomic information at hand, we next analysed putative overlap in the two data sets. Since the direct correlation between transcriptome and proteome was complex, we did lower the thresholds for differential expression (see Materials and Methods). We focused the analysis on 1060 gene annotations, which were informative in both data sets, and identified 262 downregulated and 236 upregulated DEGs from the proteomics data set (Fig. 5J). Strikingly, 29 upregulated and 15 downregulated genes were common to both transcriptomic and proteomic analyses (Fig. 5K). GO-term enrichment analysis identified ECM and membrane-associated GO terms among the down regulated gene group and GO terms related to cell-intrinsic entities among the upregulated gene group (Fig. 5L). In summary, the above analysis revealed significant downregulation of mRNAs and proteins related to membrane, cell adhesion and ECM, specifically in *Cdk5r1^−/−^* mutant cells upon global tissue-wide but not sparse KO.

### Global tissue-wide effects predominates the cell-autonomous phenotype due to loss of *Dab1*

Global elimination of p35/CDK5 signaling in cortical projection neurons results in dominant tissue-wide effects that affect the individual cell-autonomous phenotype. To evaluate whether such observation is specific to p35/CDK5 signaling pathway we next investigated the consequences of ablation of Reelin/DAB1 signaling (which operates in parallel to CDK5 [7, 39, 44, 59]). We therefore generated MADM-based *Dab1* (located on chr.4) ablation paradigms using MADM-4 platform (Fig. S2C). We analysed radial neuron migration in control-MADM (*MADM-4^GT/TG^;Emx1^Cre/+^*), *Dab1*-MADM (*MADM-4^GT/TG,Dab1^;Emx1^Cre/+^*) and KO-*Dab1*-MADM (*MADM-4^GT,Dab1/TG,Dab1^;Emx1^Cre/+^*) at E16, P0 and P21 in somatosensory cortex (Figs 6A–D and S6). In *Dab1*-MADM the majority of *Dab1^−/−^* mutant neurons were positioned in a biased manner, reflecting the cell-autonomous *Dab1* function [18, 24, 68] within lower zones in the distribution charts (i.e. below CP during earlier development and lower cortical layers at later stages). Conversely, *Dab1^−/−^* mutant neurons in KO-*Dab1*-MADM showed much more even distribution throughout the cortical wall (Figs 6A–D and S6).

**Figure 6:**
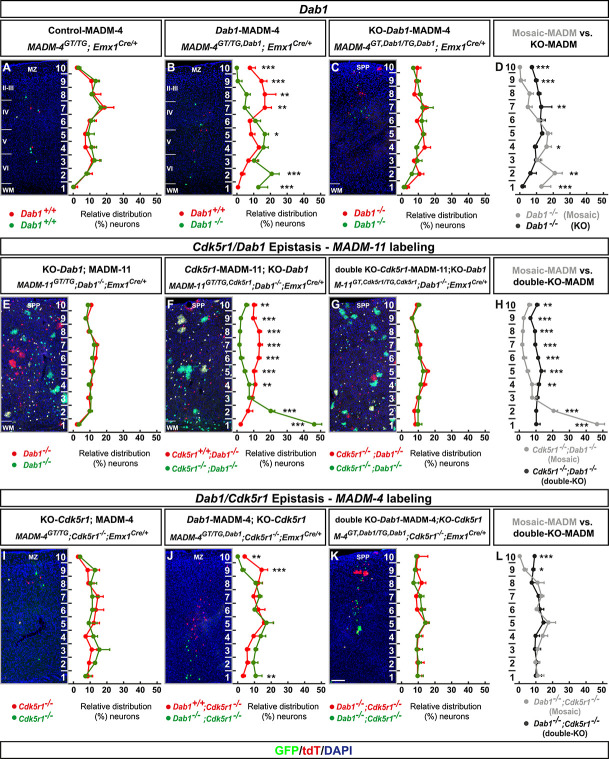
MADM-based analysis of *Dab1* and *Cdk5r1*/*Dab1* epistasis. (**A–D**) Analysis of green (GFP^+^) and red (tdT^+^) MADM-labeled projection neurons in (a) control-MADM (*MADM-4^GT/TG^;Emx1^Cre/+^*); (F) *Dab1*-MADM (*MADM-4^GT/TG,Dab1^;Emx1^Cre/+^*); and (G) KO-*Dab1*-MADM (*MADM-4^GT,Dab1/TG,Dab1^;Emx1^Cre/+^*). Relative distribution (%) of MADM-labeled projection neurons is plotted in 10 equal zones across the cortical wall. (H) Direct distribution comparison of *Dab1^−/−^* mutant cells in *Dab1*-MADM (grey) versus KO-*Dab1*-MADM (black) distribution. (**E–H**) *Cdk5r1*/*Dab1* epistasis in MADM-11 labeling background. Analysis of green (GFP^+^) and red (tdT^+^) MADM-labeled projection neurons in (E) KO-*Dab1*; MADM-11 (*MADM-11^GT/TG^;Dab1^−/−^;Emx1^Cre/+^*), (F) *Cdk5r1*-MADM-11;KO-*Dab1* (*MADM-11^GT/TG,Cdk5r1^;Dab1^−/−^;Emx1^Cre/+^*) and (G) double-KO-*Cdk5r1*-MADM-11;KO-*Dab1* (*MADM-11^GT,Cdk5r1/TG,Cdk5r1^;Dab1^−/−^;Emx1^Cre/+^*). Relative distribution (%) of MADM-labeled projection neurons is plotted in 10 equal zones across the cortical wall. (H) Direct distribution comparison of *Cdk5r1^−/−^* mutant cells upon sparse (grey) and global (black) KO in *Dab1^−/−^* mutant background. (**I–L**) *Dab1/Cdk5r1* epistasis in MADM-4 labeling background. Analysis of green (GFP^+^) and red (tdT^+^) MADM-labeled projection neurons in (I) KO-*Cdk5r1*; MADM-4 (*MADM-4^GT/TG^;Cdk5^−/−^;Emx1^Cre/+^*), (J) *Dab1*-MADM-4;KO-*Cdk5r1* (*MADM-4^GT/TG,Dab1^;Cdk5r1^−/−^;Emx1^Cre/+^*) and (G) double-KO *Dab1*-MADM-4;KO-*Cdk5r1* (*MADM-4^GT,Dab1/TG,Dab1^;Cdk5r1^−/−^;Emx1^Cre/+^*). Relative distribution (%) of MADM-labeled projection neurons is plotted in 10 equal zones across the cortical wall. (H) Direct distribution comparison of *Dab1^−/−^* mutant cells upon sparse (grey) and global (black) KO in *Cdk5r1^−/−^* mutant background. All analysis was carried out at P21. N = 3 for each genotype. From each animal 10 (MADM-11) or 20 (MADM-4) hemispheres were analysed. Nuclei were stained using DAPI (blue). Data indicate mean ± SD, ^*^P < 0.05, ^**^P < 0.01 and ^***^P < 0.001. Marginal zone (MZ), superplate (SPP), white matter (WM). Scale bar: 100 μm.

### Tissue-wide non-cell-autonomous effects impacting neuronal migration are specific for distinct signaling pathways

Global, but not sparse KO, of *Dab1* results in tissue-wide effects affecting the single-cell *Dab1^−/−^* mutant phenotype in quite a similar manner to the above p35/CDK5 findings. Whether the observed tissue-wide effects exhibit ‘gene’ specificity or may dominate over distinct signaling pathways was however not clear. We thus conceived epistasis experiments (Fig. S7) to test possible pathway exclusivity of tissue-wide properties upon global gene KO. First, we utilized MADM-11 platform to generate control, global and sparse *Cdk5r1* deletion paradigms in a full *Dab1^−/−^* KO background (Fig. 6F–H). We thus tested whether tissue-wide effects due to global *Dab1* ablation may affect or interfere with the cell-autonomous *Cdk5r1^−/−^* mutant phenotype (i.e. accumulation of mutant cells in lower layers and the white matter as described in Fig. 1F). We however observed a similar cell-autonomous *Cdk5r1^−/−^* mutant phenotype (upon sparse mosaic *Cdk5r1* deletion) in *Dab1^−/−^* background (Fig. 6F) as in *Dab1^+/+^* background (i.e. in *Cdk5r1*-MADM context). Next we reversed the genetic background conditions and utilized MADM-4 platform to generate control, global and sparse *Dab1* deletion paradigms in a full *Cdk5r1^−/−^* KO background (Fig. 6I–L). Again, the cell-autonomous *Dab1^−/−^* mutant phenotype upon sparse deletion was highly similar in *Cdk5r1^−/−^* KO (Fig. 6J) when compared to *Dab1*-MADM in *Cdk5r1^+/+^* background (Fig. 6B). In contrast to the above findings, concomitant global KO of both *Cdk5r1* and *Dab1* resulted in a relatively uniform distribution of double mutant cells across the cortical wall (Fig. 6G and K), comparable to the distribution in individual KO of *Dab1* (Fig. 6E) or *Cdk5r1* (Fig. 6I), respectively. In summary, tissue-wide non-cell-autonomous effects predominates the cell-autonomous phenotype albeit in a gene-specific manner.

### Global KO of both *Cdk5r1* and *Dab1* triggers deregulation of genes associated with ECM and cell adhesion

The phenotypic manifestation of global tissue-wide effects appeared very similar for *Cdk5r1* and *Dab1* because global ablation of either gene resulted in relatively uniform distribution of mutant neurons across the vertical axis of the cortical wall. We therefore asked next whether we might find overlap in deregulated gene expression upon global *Cdk5r1* and *Dab1* LOF or not. To this end, we applied the identical approach as described above and FACS-isolated green GFP^+^ MADM-labeled cells (using MADM-11 platform) from control-MADM (*MADM-11^GT/TG^;Emx1^Cre/+^*) and MADM;KO-*Dab1* (*MADM-11^GT/TG^;Dab1^−/−^;Emx1^Cre/+^*) at P0 (Fig. 7A). 

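The combined P0 analysis comprised 38 libraries. The new data set holds 7 control-MADM libraries and 9 libraries labelled MADM;KO-Dab1, made and counted in the same way as those above. It was combined with the 12 control-MADM and 10 KO-Cdk5r1-MADM libraries of the first data set. The deposited labels of the new libraries name the MADM-5 platform, whereas the paper names MADM-11. The total count on genes was between 101309 and 8607367 per library in the new control-MADM group (median 6923825) and between 1920213 and 8006825 in the libraries labelled MADM;KO-Dab1 (median 6552415). The paper tested genes with a mean count above 20 over the 38 libraries with DESeq2, called those with an adjusted p under 0.05 and an absolute log2 fold change above 0.35, and removed 3 libraries by their position in a principal component analysis, which its text does not name. Here the same thresholds were used with edgeR on all 38 libraries, over 12119 genes. In control-MADM replicate 4 of the new data set, 4.82% of reads aligned uniquely, and 80.3% of these were outside genes, so results were also computed without it.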

We complemented this dataset with control-MADM (*MADM-11^GT/TG^;Emx1^Cre/+^*) and KO-*Cdk5r1*-MADM (*MADM-11^GT,Cdk5r1/TG,Cdk5r1^;Emx1^Cre/+^*) data as described before (Fig. 5). We performed DEG analysis on the combined data set (see also Materials and Methods). 

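Dab1 (ENSMUSG00000028519.16) lies on chromosome 4 of mm10 from 103619359 to 104744844. The deleted region from 104605298 to 104605437 covers 140 of its 7908 exon bases, and the loss of these bases alone would change a whole-gene count by a log2 of -0.03. The whole-gene level was 387.6 ± 38.4 CPM in the libraries labelled MADM;KO-Dab1 (SD, n = 9), 303.6 ± 85.1 CPM in control-MADM (SD, n = 19) and 303.1 ± 59.7 CPM in KO-Cdk5r1-MADM (SD, n = 10). The log2 fold change against control-MADM was 0.31 in the libraries labelled MADM;KO-Dab1 (standard error 0.119, adjusted p = 0.0736 from edgeR) and -0.04 in KO-Cdk5r1-MADM (adjusted p = 0.849 from edgeR). All 9 libraries labelled MADM;KO-Dab1 were above the control-MADM median. Without the control-MADM library under 50% uniquely aligned reads, the log2 fold change was 0.28 (adjusted p = 0.049 from edgeR), and without control-MADM P0 replicate 4 of the first data set it was 0.34 (adjusted p = 0.0494 from edgeR). Both stay under the minimum of 0.35, so Dab1 was not called. The paper measured the deletion from reads on the deleted region, which a whole-gene count does not isolate.

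**Figure D4:**
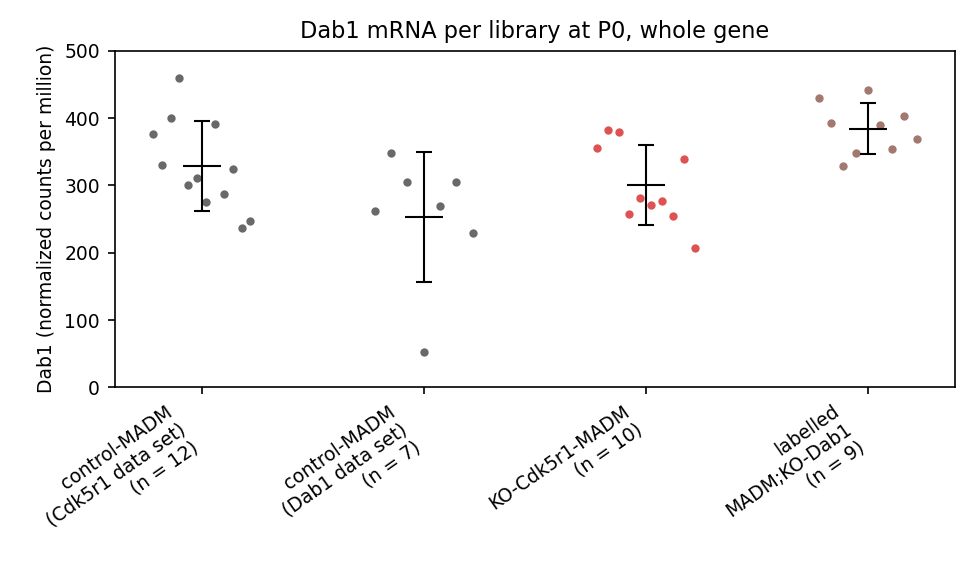
Normalized CPM of the whole Dab1 gene (y axis) in each P0 library (points) of control-MADM from both data sets, KO-Cdk5r1-MADM and the libraries labelled MADM;KO-Dab1, with the mean and SD of each group (bars). The lowest point is the control-MADM library under 50% uniquely aligned reads.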

*Dab1* expression level was close to zero in MADM;KO-*Dab1* but readily detectable in all other samples, validating the MADM;KO*-Dab1* ablation paradigm (Fig. S8A).

**Figure 7:**
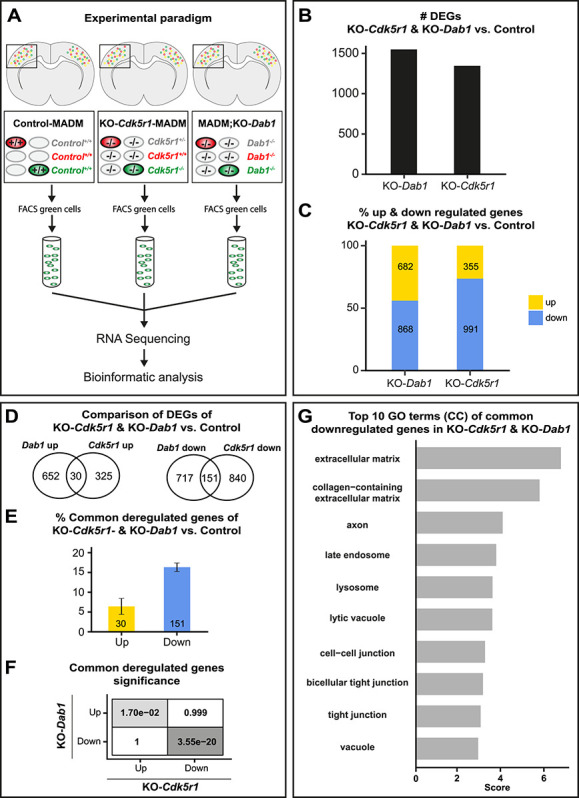
Gene expression upon combined global KO of *Cdk5r1* and *Dab1.* (**A**) Experimental paradigm and pipelines for gene expression profiling in control-MADM (left), KO-*Cdk5r1*-MADM (middle; KO-*Cdk5r1*) and MADM;KO-*Dab1* (right; KO-*Dab1*) at P0. (**B**) Number of differentially expressed genes (DEGs) in KO-*Cdk5r1* and KO-*Dab1* versus control. (**C**) Percentage of up- and downregulated genes in KO-*Cdk5r1* and KO-*Dab1* versus control. (**D**) Venn diagrams showing common up- and down-regulated genes in KO-*Cdk5r1* and KO-*Dab1* versus control. (**E**) Percentage of common up- and downregulated genes in KO-*Cdk5r1* and KO-*Dab1* versus control. (**F**) Significance of all pairwise overlaps of DEGs shown in (D). (**G**) Top 10 GO terms of commonly downregulated genes in KO-*Cdkr5r1* and KO-*Dab1*, according to overlap shown in (D, right). Commonly upregulated genes did not yield any significant GO term enrichment.

Next, we analysed DEGs in KO-*Cdk5r1-*MADM and MADM;KO-*Dab1*, relative to control, and compared the data to each other. Upon global ablation of either, *Cdk5r1* or *Dab1*, we found >1000 deregulated genes in both mutants (Fig. 7B) with the majority of DEGs being downregulated (Fig. 7C). 

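Against the pooled control-MADM libraries, KO-Cdk5r1-MADM had 1182 DEGs, of which 332 were upregulated and 850 downregulated (71.9% downregulated). The libraries labelled MADM;KO-Dab1 had 1420 DEGs, of which 833 were upregulated and 587 downregulated (41.3% downregulated). With RLE in place of TMM normalization, 53.5% of the DEGs of the libraries labelled MADM;KO-Dab1 were downregulated, and with DESeq2 55.4%. The alternative that moved the count most was the data set as a covariate for KO-Cdk5r1-MADM, with 381 DEGs, and the controls of the own data set for the libraries labelled MADM;KO-Dab1, with 38. The former gave 216 in the libraries labelled MADM;KO-Dab1, and the latter gave 446 in KO-Cdk5r1-MADM. Over the fits that each left out 1 library, the counts stayed between 825 and 1617 and between 1042 and 1746. In the libraries labelled MADM;KO-Dab1, the upregulated genes with the smallest adjusted p included Ube2ql1 (log2 fold change 0.82) and Brd9 (0.55), and the downregulated ones Gli2 (-1.16) and Slc41a1 (-0.81). Cdk5r1 was higher in these libraries, with 284.3 ± 50.2 CPM (SD, n = 9) against 173.8 ± 59.3 CPM in control-MADM (SD, n = 19), a log2 fold change of 0.64 (standard error 0.123, adjusted p = 0.0012 from edgeR). In the same data set, control-MADM replicate 4 had 0 counts of Cdk5r1 and the other control-MADM libraries were at 124.5 to 280.9 CPM. These overlap the range of the libraries labelled MADM;KO-Dab1, 196.3 to 345 CPM.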

We next analysed the overlap of DEGs in *Cdk5r1* and *Dab1* KOs and found both common and non-common deregulated genes (Fig. 7D). The majority of the commonly deregulated genes were downregulated (Fig. 7E) and the overlap of both, up- and downregulation was significant (Fig. 7F). 

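Of the genes called in both knockouts, 34 were upregulated in both, where 22.8 were expected (one-sided Fisher's exact test, p = 0.0126), and 131 were downregulated in both, where 41.2 were expected (p = 1.23e-34). Another 2 genes were upregulated in KO-Cdk5r1-MADM and downregulated in the libraries labelled MADM;KO-Dab1, and 28 changed in the opposite way. Both knockouts were compared with the same control-MADM libraries, which by itself makes their changes alike. In 20 simulations of unchanged groups against shared controls, ranked lists as long as the lists of DEGs shared a median of 87.5 genes upward and 120.5 downward. In 50 draws of groups from control-MADM libraries alone, the medians were 16 and 24, with as many as observed in 6 draws upward and in 1 downward. With each knockout compared with the controls of its own data set, 1 gene was upregulated in both (one-sided Fisher's exact test, p = 0.111) and 5 were downregulated in both, where 0.667 were expected (p = 0.000427).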

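The commonly downregulated genes with the smallest larger adjusted p were Gpr17, Lrig1, Add3, Chrna4 and Nr1d1. Gpr17 (ENSMUSG00000052229.5), a marker of the oligodendrocyte lineage, had 6.24 ± 6.58 CPM in KO-Cdk5r1-MADM (SD, n = 10), 8.72 ± 5.16 CPM in the libraries labelled MADM;KO-Dab1 (SD, n = 9) and 31.5 ± 21 CPM in control-MADM (SD, n = 19). Its log2 fold change was -2.40 (standard error 0.45, adjusted p = 0.000911 from edgeR) and -1.91 (adjusted p = 0.00582 from edgeR), respectively. Lrig1 fell by 0.90 (adjusted p = 0.0025 from edgeR) and 0.92 (adjusted p = 0.00309) on the log2 scale. The log2 fold changes of the knockouts correlated across genes with Pearson's r = 0.642, where genes are not independent replicates, and with r = 0.303 without the control-MADM library under 50% uniquely aligned reads. The simulations of unchanged groups gave a median r of 0.342 (0.3 to 0.393) from the shared controls alone. With own data set controls and without that library, r was 0.459. The count of commonly upregulated genes was between 17, without KO-Cdk5r1-MADM P0 replicate 2, and 56, without control-MADM P0 replicate 3, and that of commonly downregulated genes was between 87, without the library labelled MADM;KO-Dab1 P0 replicate 6, and 216, without control-MADM P0 replicate 3.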

Among the upregulated genes we did not obtain any significantly enriched GO-terms although the non-common deregulated genes showed overlap of many of their respective GO-terms between KO-*Cdk5r1-*MADM and MADM;KO-*Dab1* (Fig. S8B). In contrast, among the commonly downregulated genes, we found significant GO-terms associated with cell–cell and cell–matrix interaction (Fig. 7G). 

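Of the 114 tested genes of the ECM list, 8 were among the commonly downregulated genes where 1.23 were expected (one-sided Fisher's exact test, p = 3.19e-05). Of the 110 tested genes of the adhesion list, 3 were among them where 1.19 were expected (p = 0.117). With the data set as a covariate, the p of the ECM list was 0.0729, and with the replicate number as a block it was above 0.05 too. The ECM genes with the smallest adjusted p were Matn4 (log2 fold change -1.84 in KO-Cdk5r1-MADM and -1.01 in the libraries labelled MADM;KO-Dab1, adjusted p = 5.34e-05 and 0.00977 from edgeR), Spon1 (-1.14 and -0.70, adjusted p = 0.000952 and 0.0329), Mmp15 (-0.51 and -0.69), Bgn (-1.15 and -1.92) and Ccn2 (-1.33 and -1.58). Cd9 and Cldn11 were among the adhesion genes. The change of Cd9 rests on the control-MADM library under 50% uniquely aligned reads. Without it, the log2 fold change of Cd9 was -0.75 (adjusted p = 0.00636 from edgeR) in KO-Cdk5r1-MADM and -0.00181 (adjusted p = 0.997 from edgeR) in the libraries labelled MADM;KO-Dab1. Cldn11 was high in single control-MADM libraries, up to 296.1 CPM against a mean of 16.7, and was not called with DESeq2 (adjusted p = 0.33 and 0.828). Without the library labelled MADM;KO-Dab1 P0 replicate 2, the adjusted p in those libraries was 0.0725 for Spon1 and 0.0582 for Cldn11, and without control-MADM P0 replicate 1 of the Dab1 data set, that of Ccn2 in KO-Cdk5r1-MADM was 0.0779. Over the 38 fits that each left out 1 library, the p of the ECM list stayed between 3.48e-06 and 0.0253, and that of the adhesion list was under 0.05 in 6. In each knockout taken alone, the ECM list had 29 downregulated DEGs in KO-Cdk5r1-MADM where 8 were expected (one-sided Fisher's exact test, p = 7.06e-10) and 16 in the libraries labelled MADM;KO-Dab1 where 5.53 were expected (p = 0.000117). The adhesion list had 26 where 7.72 were expected (p = 2.8e-08) and 7 where 5.33 were expected (p = 0.285). Adjusted over the list alone, 38 and 16 ECM genes and 39 and 7 adhesion genes were lower. From the terms enriched among the commonly downregulated genes, the paper proposes cell adhesion and ECM as elements of the tissue-wide effects of both knockouts.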

Taken together, the above analysis suggested that cell-adhesion and ECM represent major elements in tissue-wide effects upon global KO of genes encoding components of the p35/CDK5 and Reelin/DAB1 signaling pathways.

## DISCUSSION

Radial migration of cortical projection neurons has been studied extensively, and a rich catalogue of regulatory signaling cues and pathways have been compiled. The systematic study of the cell-autonomous functions of the genes encoding the signaling cascades has revealed an extensive genetic framework. However, the nature and relative contributions of global tissue-wide effects, in regulating radial migration in the developing neocortex, remained unclear. To this end, we established genetic paradigms enabling the dissection of cell-autonomous gene function and non-cell-autonomous effects. Our data revealed that the genetic landscape of the cellular environment, surrounding migrating neurons, fundamentally affects the individual single-cell phenotype (Fig. 8).

**Figure 8:**
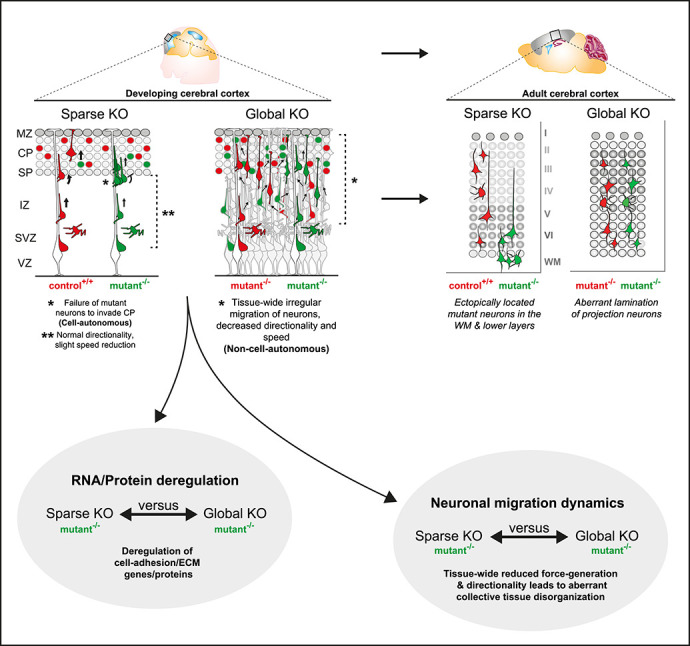
Interplay of cell-autonomous and global tissue-wide properties in cortical projection neuron migration. Schematic illustrating the MADM-based subtractive phenotypic analysis of sparse genetic mosaics (control background) and global knockout (cKO/KO) (mutant background), both coupled with fluorescent MADM-labeling of homozygous mutant and control neurons. Such assay enabled the high-resolution analysis of projection neuron migration dynamics in distinct genetic environments with concomitant isolation of genomic and proteomic profiles. In combination with computational modeling, we utilized these experimental paradigms to visualize non-cell-autonomous effects in radial neuron migration at single-cell resolution. In sparse KO, mutant neurons migrated more dynamically and expressed cell adhesion molecules similar like in control. However, in global KO, we observed that cell adhesion molecules were significantly downregulated. Mutant neurons in global KO also showed much more severe migration phenotype resulting in drastic disorganization of the mature cortical wall.

We focused our analysis mainly on the well-characterized p35/CDK5 pathway providing a defined genetic framework and context. We could show that sparse p35/CDK5 ablation results in a highly specific phenotype that we attributed to the loss of cell-autonomous gene function. Individual *p35/Cdk5^−/−^* mutant cortical projection neurons in sparse genetic mosaic conditions failed to pass the border between the IZ and the emerging CP and progressively accumulated below the CP and the white matter. However, radial migration from the VZ and through the IZ occurred, albeit at lower speed. In contrast, single *p35/Cdk5^−/−^* mutant neurons in a global homozygous *p35/Cdk5^−/−^* mutant KO environment migrated even slower in the VZ/IZ and showed skewed directionality. The perhaps more surprising finding was that in the above full KO condition, *p35/Cdk5^−/−^* mutant neurons distributed relatively evenly across the entire cortical wall. Thus, the cell-autonomous phenotype as observed in sparse KO scenario seemed wiped out. There are a few (not mutually exclusive) possibilities that could explain the distinct phenotypic observations. First, the IZ-CP border lost its property as a physical gatekeeper upon global loss of *p35/Cdk5*. Such scenario actually formed an important basis of our modeling approach where we assumed uniform tissue stiffness/resistance that radially migrating neurons encounter upon global p35 ablation. Indeed, the simulation of such conditions revealed very similar migration trajectories of *p35/Cdk5^−/−^* mutant cells as observed by live imaging in experimental global *p35/Cdk5* KO conditions. Second, *p35/Cdk5^−/−^* mutant neurons in sparse genetic mosaic lost an essential intrinsic property required for transiting the IZ-CP border, reflecting the cell-autonomous *p35/Cdk5* gene functions. One important p35/CDK5 downstream signaling hub is NDEL1, which is phosphorylated at specific sites by CDK5 [56, 69]. Interestingly, sparse mosaic deletion of *Ndel1* results in a congeneric phenotype, to the sparse *p35/Cdk5^−/−^* condition, whereby *Ndel1^−/−^* mutant neurons fail to invade the CP and progressively accumulate below the CP and later in the white matter [32]. However, tissue-wide *Ndel1* KO results in severely disorganized neocortex with seemingly immobile *Ndel1^−/−^* mutant neurons [84]. Thus, sparse loss of any component of the p35/CDK5/NDEL1 signaling hub leads to the inability of individual radially migrating neurons to enter the target area, the emerging CP, while global KO results in predominant cortical tissue disorganization with slower or even immobile projection neurons. The sparse ablation of p35/CDK5/NDEL1 might lead to deficits in LIS1/Dynein-mediated force generation [8, 36, 51, 65, 81], necessary to overcome the increased physical tissue resistance at the IZ/CP border, although the precise biochemical mechanism remains to be clarified in future studies.

The observation that global KO, of the same signaling component as in sparse KO, results in predominant tissue-wide effects appears to exhibit pathway specificity. As such, sparse elimination of *Cdk5r1* gene function in a *Dab1^−/−^* global KO background (which also shows severe disorganization of the cortical wall) showed a similar cell-autonomous phenotype (failure to enter CP) like in *Dab1^+/+^* background conditions. Thus, the cell-autonomous *Cdk5r1^−/−^* phenotype was preserved regardless of the global *Dab1* genotype. It will be revealing to investigate the generality of the above findings in future experiments including systematic assessment of potential epistatic interactions of mutations in distinct genes that lead to cortical malformation.

*Cdk5r1* and *Dab1* knockout mouse models show a difference in their neuronal layering distribution with *Dab1* mutants presenting inverted layering [68]. In contrast the *Cdk5r1* mutants show intermingled upper and lower layer neurons [11, 23] (Fig. S3). As the cell-autonomous *p35^−/−^* phenotype was preserved in the global *Dab1* environment, we suggest that the *p35^−/−^* phenotype arises due to the inability to surpass previously born neurons rather than due to a deficit in crossing the subplate. Along this line, a recent study showed that the density of deep layer *Dab1* deficient neurons prevented superficial layer neurons from entering the cortical plate [83]. Difference in tissue resistance/stiffness is an attractive explanation for the accumulation of the *Cdk5r1^−/−^* mutant cells in the *Dab1^−/−^* global KO background. For example, if the *Dab1^−/−^* KO environment is stiffer than the *Cdk5r1^−/−^* KO environment, passing cells will face a higher tissue resistance and their migration will be impaired. So far, biophysical measurement and data of tissue resistance in brain tissue are very limited. Future studies investigating such properties will undoubtedly provide important insights into our understanding of the gene mutations affecting neuronal migration.

What are the underlying characteristics of global tissue-wide effects affecting radial projection neuron migration? It is clear that any tissue consists of a complex extracellular environment. Thus, individual cells are exposed to many extrinsic elements including (i) secreted factors acting locally, globally or even systemically; (ii) the ECM; and (iii) neighboring cells mediating cell–cell interactions through receptors and/or direct physical stimuli [28]. While secreted factors mostly signal to other cells (besides autocrine signaling), and thus mainly act non-cell-autonomously, how cell-intrinsic signaling molecules could act at the global tissue-wide level is not yet clear. Our MADM data are based on the genetic deletion of the intracellular CDK5 kinase or DAB1 adapter protein function. In both instances, the cell-autonomous migration phenotype upon sparse deletion differed from the one upon global KO. In order to get insights at the molecular level, we pursued transcriptome/proteome analysis and found that upon sparse deletion of for instance p35, very few genes and proteins were deregulated in mutant cells. In stark contrast, global KO led to a high number of deregulated proteins and genes. A sizeable fraction of differentially expressed genes even correlated significantly with deregulation of their encoded proteins. The top GO terms associated with deregulated genes/proteins included ECM, receptors and cell adhesion. These results indicate that at the global tissue-wide level the ECM and cell adhesion landscape was drastically changed in global KO condition when compared to wildtype. Although p35/CDK5 and DAB1 signal in parallel, deregulated ECM and cell adhesion was a common denominator upon global KO. Our data are in agreement with earlier studies that showed N-cadherin dependent signaling to be relevant for both p35/CDK5 [42] and DAB1 [18, 71, 72] pathways, respectively. Interestingly, transcriptomic analysis in whole cortex KO mouse models for *Ndel1*, *Lis1* and *Ywhae*, all acting in the LIS1/Dynein signaling pathway and to some extent downstream of p35/CDK5, have also revealed altered cell adhesion and cytoskeleton organization pathways [63].

Migrating neurons can exert positive and negative interaction on each other depending on the cellular environment and their genetic constitution [19, 21, 28]. In collective cell migration for instance, cell–cell interaction balancing adhesion and repulsion is a key mechanism [73]. Besides, direct physical interactions might be critical whereby for example less agile mutant cells are passively pushed, pulled or simply piggyback onto more dynamic cells.

To better comprehend tissue-wide effects on neuronal migration, it will be important to investigate the migration behavior in combination with transcriptomic and proteomic profiles of rescued ‘wild type’ neurons in a global KO environment. A few studies have observed a rescue of migration by re-expression of the mutant gene in a subset of neurons in a global-KO of the same gene [23, 68, 74]. Examples include chimeric mice consisting of *Dab1* wild-type and *Dab1* mutant cells. In such *Dab1*-KO environment *Dab1* wild-type cells were capable of migrating radially but failed to rescue the inversion of cortical layers of the *Dab1*-KO. Interestingly, *Dab1* mutant cells did not impose a mutant phenotype on the wild-type cells [24]. Moreover, induction of *Dab1* expression in a subset of superficial layer neurons in *Dab1*-deficient mice using *in-utero* electroporation [55] or lentivirus vectors [68] rescued the migration phenotype of the transfected cells. Taken together, these findings suggest that the effect of a mutant-environment on rescued wild type cells is minimal although subtle changes in transcriptomics/proteomics cannot be excluded.

Our data indicate that ECM and/or cell–cell interaction are perturbed in *Dab1*-KO. Since sparse re-expression of *Dab1* rescues the migration capability [74] we propose that impaired tissue-wide ECM/cell–cell interaction did not predominantly impair the cell-autonomous migration capability of rescued cells. However, the single-cell *Dab1*-KO phenotype likely precipitated due to the interaction of impaired ECM/cell–cell environment (tissue-wide effect) with the *Dab1* deficient cell. Such scenario would be supported by our finding that *Dab1* deficient cells in a phenotypically normal *Dab1* environment (normal ECM/cell–cell interaction) showed a significantly different migration phenotype compared to *Dab1* deficient cells in a global *Dab1* KO environment.

Radial glia cells play an important role in neuronal migration and therefore the mutant radial glia could potentially contribute to the migration defect. However, multiple lines of evidence argue against this possibility. In the case of RGCs exhibiting a dominant effect on migrating neurons, phenotypes would appear throughout the cortical wall. In contrast to such expectation, we found that mutant neurons in mosaic-MADM and KO-MADM did migrate through the IZ and sometimes beyond into the CP. In addition, migration defects were strongest in the outer zones of the cortical wall. Studies re-expressing either *Cdk5r1* or *Dab1* specifically in a subset of neurons in a global-KO environment observed a ‘rescue’ of the targeted neurons in their ability to migrate, which suggest no substantial direct contribution of either *Cdk5r1* or *Dab1* mutant radial glia on the migrating neurons [23, 68, 74]. Detailed morphological analysis found no differences between wild-type and p35 KO RGPs [11].

Labelling efficiency did vary between the different MADMs [12] dependent on the chromosome and insertion. However, the phenotypes observed between *Cdk5r1*, *Cdk5* and *Dab1* did show a similar cell-autonomous versus non-cell-autonomous phenotype regardless of the MADM labelling efficiency. As such, the distribution pattern of the labeled neurons was highly similar when comparing the different control-MADM scenarios. Furthermore, only slight differences were observed between e.g. *Cdk5r1* (MADM-11) and *Cdk5* (MADM-5) for all MADM genotypes analysed. These differences were most likely due to individual gene (loss of) function rather than a reflection of the efficiency of the MADM reporter. However, we cannot completely exclude local effects due to more or less mutant cells in distinct MADM reporters.

MADM relies on interchromosomal recombination and differential segregation of recombinant chromosomes during mitotic cell division to generate homozygous mutant cells for a particular gene of interest. Thus, mutant cells that are generated during the MADM process could in principle inherit certain amounts of the corresponding protein during cell division, a process called protein perdurance. We cannot completely exclude a possible effect of protein perdurance in the interpretation of the phenotypes described in the above mosaic sparse deletion paradigms. However, we consider the effect to be minimal at best for the following reasons. The *Emx1*-Cre driver is active from E9 onward when neural stem cells in the mouse embryonic forebrain still divide in an expanding proliferative manner with relatively short cell-cycle length of ~8 h [77]. Thus, before the generation of postmitotic projection neurons, every proliferative stem cell division will dilute protein perdurance. Assuming that half the amount of protein from the mother cell was inherited into the daughter cells, after five cell cycles, <4% of protein would be left in the cells if the protein were infinitely stable. Yet, the p35 protein encoded by *Cdk5r1*, is a very short lived protein with a half-life of 20-30 min *in vivo* [60] and DAB1 has a half-life of ~12 h [3]. Hence, it is unlikely that a biologically relevant amount of p35 or DAB1 protein was present in a substantial number of mutant migrating cells in any of the mosaic MADM scenarios.

Our findings put a new perspective on the clinical symptoms and/or appearance of disease-causing mutations affecting radial migration in particular, but also mutations causing cortical malformation in general. For instance in focal malformations of cortical development (FMCD) a small fraction of mutant cells can disrupt neighboring cells and even large areas thereby affecting overall cortical architecture [5, 47, 62, 66]. In order to obtain a better understanding of FMCD disease etiology, it will thus be essential to rigorously scrutinize the contribution of not only cell-autonomous loss of gene function but also tissue-wide and systemic effectors. Interestingly, lissencephaly with cerebellar hypoplasia has been attributed to individuals with mutations in *CDK5* or *RELN* [33, 48]. The common clinical appearance in such patients could (at least in part) emerge from tissue-wide effects alike the ones we observed in our MADM-based analysis of *Cdk5r1/CDK5* and *Dab1*, respectively.

## CONCLUSION

Our study provides quantitative evidence, in a correlative manner, that global tissue-wide effects play essential roles in the control of radial projection neuron migration in the developing cortex. Based on defined genetic conditions in combination with single-cell tracing, we could show that sparse mosaic ablation of gene function results in highly specific migration phenotypes. In contrast, in global KO, individual migrating neurons exhibit distinct deficits that result from predominant tissue-wide effects. Altogether, cortical projection neuron migration is tightly regulated by intrinsic gene function and depending on the cellular and genetic landscape of the overall surrounding tissue.

## MATERIALS AND METHODS

### Mouse lines

All mouse colonies were maintained in accordance with protocols approved by the institutional animal care and use committee, institutional ethics committee and the preclinical core facility at Institute of Science and Technology Austria. Experiments were performed under a license approved by the Austrian Federal Ministry of Science and Research following the Austrian and EU animal laws (license numbers: BMWF-66.018/0007-II/3b/2012 and BMWFW-66.018/0006-WF/V/3b/2017).

Mice with specific pathogen-free status according to FELASA recommendations [50] were bred and maintained in experimental rodent facilities (room temperature 21 ± 1°C [mean ± SEM]; relative humidity 40%–55%; photoperiod 12 L:12D). Food (V1126, Ssniff Spezialitäten GmbH, Soest, Germany) and tap water were available ad libitum.

Mouse lines with MADM cassettes inserted on chr.4, chr.5 and chr.11 [12, 32] [MADM-4-GT, MADM-4-TG, MADM-5-GT, MADM-5-TG, MADM-11-GT (JAX stock # 013749), MADM-11-TG (JAX stock # 013751)], *Cdk5r1* [11] (JAX stock # 004163), *Cdk*5-flox [67] (JAX stock # 014156), *Dab1* [34] (JAX stock # 003581); *Emx1*-Cre [20] (JAX stock # 005628) were previously described. We have not observed any influence of sex on the results in our study, and all experiments and analyses were carried out using animals of both sexes. Phenotypic time course analysis of *Dab1*-MADM-4, *Cdk5*-MADM-5, *Cdk5r1*-MADM-11 in combination with *Emx1*-Cre was performed at E14, E16, P0 and P21. For sequencing and/or proteomics experiments, MADM-11 animals were used in combination with *Emx1*-Cre and were analysed at E13, E16 and P0. Genetic epistasis experiments of *Cdk5r1* and *Dab1* on MADM-4 and MADM-11 in combination with *Emx1*-Cre were all performed at P21.

### Isolation of fixed tissue

Tissues from postnatal time points (P15/P21) were collected by cardiac perfusion. Mice were deeply anesthetized through injection of a ketamine/xylazine/acepromazine solution (65 mg, 13 mg, and 2 mg/kg body weight, respectively) and unresponsiveness was confirmed through pinching the paw. The diaphragm of the mouse was opened from the abdominal side to expose the heart. Cardiac perfusion was performed with phosphate buffered saline (PBS) followed immediately by ice-cold 4% PFA prepared in PB buffer (Sigma-Aldrich). Brains were removed and further fixed in 4% PFA for 24 h at 4°C to ensure complete fixation. Brains were cryopreserved with 30% sucrose (Sigma-Aldrich) solution in PBS for ~48 h. Brains were then embedded in Tissue-Tek O.C.T. (Sakura). For adult time points, 45 μm coronal sections were collected in 24 multi-well dishes (Greiner Bio-one) and stored at −20°C in antifreeze solution (30% v/v ethylene glycol, 30% v/v glycerol, 10% v/v 0.244 M PO4 buffer) until used. Tissue from embryonic time points (E14/E16) and postnatal day zero (P0) was directly transferred into 4% PFA and kept at least 24 h at 4°C. Cryopreservation and embedding were done as described for adult brains. For embryonic and early postnatal brains, 25 μm cryosections were directly mounted onto Superfrost glass-slides (Thermo Fisher Scientific).

### Immunohistochemistry

Brain sections were mounted onto Superfrost glass-slides (Thermo Fisher Scientific) and let to dry, followed by three wash steps each of 5 min with PBS. Tissue sections were blocked for 30 min in a buffer solution containing 5% normal donkey serum (Thermo Fisher Scientific) and 0.5% Triton X-100 in PBS. Primary antibodies for GFP (1:500 Chick, Aves Labs Inc.) and RFP (1:500 Rabbit, MBL) were mixed in the blocking buffer and incubated on the tissue for at least 12 h at 4°C. Sections were washed 3 times for 5 min each with PBS with triton (PBT) (0.5% Triton X-100 in PBS) and incubated with the corresponding secondary antibodies Alexa Fluor 488 (1:500 Anti-Chicken IgG, Jackson ImmunoResearch Labs) and Cy3 (1:500 Anti-Rabbit IgG, Jackson ImmunoResearch Labs) diluted in PBT for 1 h. Sections were then washed two times with PBT and once with PBS each for 5 min. Finally, nuclear staining was done using 10 min of incubation with PBS containing 2.5% DAPI (Thermo Fisher Scientific). Sections were embedded in mounting medium containing 1,4-diazabicyclooctane (DABCO; Roth) and Mowiol 4-88 (Roth) and stored at 4°C. For the neuronal layer identity staining, primary antibodies for Cux1 (1:100, Goat, Santa Cruz), FoxP2 (1:300, Goat, Santa Cruz) and Ctip2 (1:400, Rat, Abcam) were used with primary antibodies for GFP (1:500, Chick, Aves Labs Inc.) and RFP (1:500, Rabbit, MBL) in the same manner as described above. Alexa Flour 647 (1:500 Anti-Goat IgG or 1:500, Anti-Rat IgG,Jackson ImmunoResearch Labs) were used for Goat or Rat originating primary antibodies. For primary antibodies requiring antigen retrieval, the tissue was processed by incubating in sodium citrate buffer (10 mM Sodium Citrate, 0.05% Tween 20, pH 6.0) at 80°C for 10 min prior to immunostaining. Once cooled to room temperature, sections were washed with PBS and standard immunostaining protocol as described above was performed.

### Imaging of fixed brain tissue

Histological brain sections were imaged using confocal microscopy (Zeiss inverted LSM800) or epifluorescence microscopy (Olympus VS120 Slide scanner). Confocal images were recorded on a Zeiss LSM 800 laser-scanning confocal microscope mounted with a plan-apochromat 10x/0.45, WD = 2.1 mm objective. Excitation/emission wavelengths were 488/509 nm (EGFP), 554/581 nm (tdTomato), and 353/465 nm (DAPI). Z-series images were collected on a PC running ZEN 2.6 software (Zeiss). Image series were Z-projected, stitched and contrast-enhanced using ZEN 2.6 software (Zeiss). Slidescanner images were recorded with a 10x/NA 0.4 objective. Excitation/emission wavelengths were 485/518 nm (FITCH), 560/580 nm (Cy3), and 387/455 nm (DAPI). Slide scanner images were processed using ImageJ software [70].

### Analysis of relative distribution of MADM-Labeled neurons

Images were imported into ImageJ software [70] and MADM-labeled neurons were manually quantified based on the respective fluorescent marker expression and their relative position, which was calculated with respect to the bottom of the ventricle and the pial surface (for details see http://github.com/hippenmeyerlab/cell2layer). The analysis script used computes the relative and absolute distances of each manually marked neuron to its boundaries (ventricular surface and pia) provided manually as two segmented lines. For each neuron, the shortest distance to the two-layer boundaries is computed, resulting in two distances d_1_ and d_2_. The normalized (relative) distance is computed by:

$$ relativedistance=\frac{d_1}{\left({d}_1+{d}_2\right)} $$

Statistical analyses were done with GraphPad Prism 8.0.1, applying an arcsin conversion of relative percentages, a two-way analysis of variance (ANOVA) and a Tukey post hoc test.

### Slice culture and time-lapse imaging

Embryos were collected at E16 and stored in ice-cold PBS during genotyping. Immediately after genotyping, MADM labeled embryonic brains were dissected and mounted in 4% low-melting agarose (Fisher BioReagents). A total of 300 μm coronal slices were prepared in oxygenated ice-cold artificial cerebrospinal fluid using a vibratome (Leica VT 1200S). Thereafter, slices were placed on Milicell culture inserts (Millipore) in 6-well glass-bottom dishes (MatTek) containing culture medium (1% 100X N2 supplement (Gibco), 1% Penicillin–Streptomycin (Gibco) in transparent F12/DMEM (Gibco)) and incubated (37°C, 5% CO_2_) for at least 45 min prior to imaging acquisition. To reduce the evaporation of media during imaging, a FoilCover lid (Pecon) was applied on top of the glass-bottom dishes during time-lapse imaging. A time-lapse of minimum 15 h with a frame rate of 15 ± min was recorded unidirectionally at seven Z-positions with 5 μm spacing using confocal microscopy [Zeiss LSM800, Plan-Apochromat 10×/0.45, WD = 2.1 mm objective, equipped with a heating chamber and stage-top incubator chamber and gas mixed (Ibidi) (37°C, 5% CO_2_)]. Excitation/emission wavelengths were 488/509 nm (EGFP) and 554/581 nm (tdTomato). Time-lapse images were collected on a PC running Zeiss ZEN Blue software. Time-lapse image series were Z-projected, time-stitched using ZEN blue software.

### Correction of non-linear local drift in time-lapse images

To correct any local tissue drift in the original 3D multi-channel movies, we developed the Python package undrift. First, dense optical flow from successive image pairs is estimated with the Farnebäck method [17] using the OpenCV library (version 3.3.1). For movies with more than one input channel, we used the averaged channel intensities before estimating the optical flow for each pixel. Input parameters for the Farnebäck method were set as follows: the number of image pyramid levels to 3, the averaging window size to 512 × 512 (px), the size of the pixel neighborhood used to find polynomial expansions to 5 px, the standard deviation of the Gaussian that is used to smooth derivatives to 0.4 px and the number of iterations per pyramid level to 3. Parameters were optimized to capture the movement of single cells and the locally coherent drift of tissue regions (if present). Then, the pairwise optical flow fields were smoothed (locally weighted averaged) with a spatio-temporal Gaussian (σ_t = 1 px and σ_xy = 25.6 px) using the scikit-image library (0.16.2). The strong spatial smoothing effectively removes movement on a small scale (single cells), whereas spatially coherent optical flow on a bigger scale (tissue drift) is maintained in the output. The smoothed pairwise optical flow fields are integrated over time to obtain an optical flow field relative to the reference frame (first time-point) using cubic spline interpolation and the Python SciPy library (version 1.4.1). New movies are rendered by artificially unwarping this integrated flow field on the original movie channels starting from the reference frame. For more information see http://github.com/hippenmeyerlab/undrift.

### Analysis of neuronal trajectories

Neurons were tracked semi-automatically with the ImageJ plugin TrackMate [78] using the LoG detector (estimated blob diameter: 10.0micron, threshold: 2.0, Median filter: enabled, sub-pixel localization: enabled) and the linear motion LAP tracker (initial search radius: 15, max search radius: 15, max frame gap: 2) for each channel. Tracks were manually curated to ensure correct tracking of neurons. Only red and green neuronal tracks were included in the analysis, all yellow neurons were excluded in the analysis. Tissue compartments (upper/lower zone) were drawn manually. All parameters were extracted in a .csv file for analysis. For each neuron, we first determined if it was located in the located in the upper/lower zone in the first frame or last frame. In Fig. 3E–F: each cell track was grouped into upper zone if in any frame the cell was positioned in the upper zone area. The cell track was grouped into lower zone if the cell was in no frame placed in the upper zone area. An arcsin conversion was performed of relative percentages for statistical calculations. Figures 3G–H: we extracted the x/y coordinates of cells based on their position (upper zone, lower zone). The resulting cells were re-grouped into cell tracks and for each track we calculated mean straight-line speed and directionality as follows.

Distance of one cell between two frames as:

$$ d\left({x}_i,{x}_j\right)=\sqrt{\sum_{d=1}^2{\left({x}_{i,d}-{x}_{j,d}\right)}^2} $$

Sum of all distances (total distance traveled) with N being the number of frames a cell was tracked in:

$$ {d}_{tot}={\sum}_{i=1}^{N-1}d\left({x}_i,{x}_{i+1}\right) $$

Net distance traveled:

$$ {d}_{net}=d\left({x}_{1,}{x}_N\right) $$

Net time traveled:

$$ {t}_{net}={t}_n-{t}_1 $$

Mean straight line speed:

$$ {d}_{net}/{t}_{net} $$

Directionality (meandering) index:

$$ {d}_{net}/{d}_{tot} $$

Note that the time between frames can differ for each cell (e.g. if a cell was not identified in one frame) and that the total time a cell was tracked can also differ between cells. Therefore, to assure the same frame rate for the analysis, we calculated the velocities in micrometer per minute. Note that a single track can be divided into sub-tracks if crossing the middle line. These tracks are ‘crossing’ and make up on average ~6% of all tracks. For Fig. 3E–H, we ranked each cell track from each video based on d_net_ and plotted the indicated values for the top 15 cells for each video. Statistical analyses were done with GraphPad Prism 8.0.1, applying a two-way ANOVA and a Tukey post hoc test.

### Formulation of computational migration model

The formulated 2D migration model is evaluated via a Python 3.6 script. The force generation mechanism is based on a random walk model with directional bias on a single cell of unit mass [10]. We include an alteration from [10] by generating a 2D force ${F}_{gen}$ in an intermediate step instead of directly calculating a displacement for each cell. The total force acting on a given cell at each time instance is given by:

$$ {F}_{tot}={F}_{gen}-{F}_{drag}+{F}_{spring} $$

For each timestep $dt$ the internal molecular machinery of a cell generated force ${F}_{gen}$. If this force is insufficiently high to overcome the subsequently resulting drag force ${F}_{drag}$ it is stored in form of a spring-like force ${F}_{spring}$ for the next timestep. Whereas the drag force is defined as:

$$ {F}_{drag}= c\eta v $$

Here, $\eta$ denotes the dynamic viscosity and $c$ is a parameter dependent on the cell shape, which we consider a spherical particle of unit radius. In our model both parameters are considered to be locally constant and can therefore be unified as a resistance parameter $R$. Similar models have been previously described for 3D cell migration in extra cellular matrices [85]. We include the cell intrinsic difference between control and KO-*Cdk5r1*-MADM in the form of a directionality parameter $\rho$ and a force scaling parameter $\alpha$ [10]. Here, a value of $\rho =0.5$ corresponds to a pure random walk model, which KO-*Cdk5r1*-MADM neurons tend towards. However, control neurons are closer to $\rho =1$, indicating a high directionality. The force scaling parameter $\alpha$ controls the magnitude of the generated force and henceforth velocity magnitudes. The non-cell-autonomous effect is included by introducing a linear coupling of directionality and force generation coefficient with the ratio $\beta$ of control cells $({N}_{Control})$ to mutant cells $({N}_{KO})$. Boundary values for $\alpha$ and $\rho$ at $\beta =0$ and $\beta =1$ correspond to values from experimental data for KO-*Cdk5r1*-MADM and control, respectively. For more details of our model and parameters see Table 1 below and Fig. S4.

**Table 1:** Modelling parameters

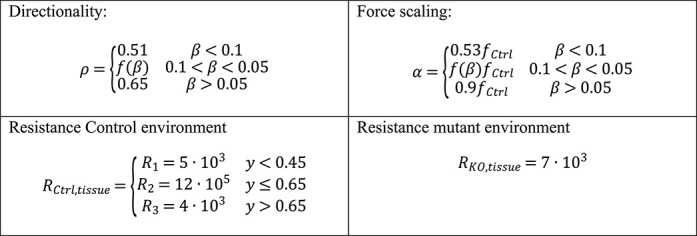

### Preparation of cell suspension and FACS

Preparation of cell suspension for cell sorting was prepared as previously described [46] for E13, E16 and P0 time points for RNA-seq and P0 for proteomics. From the overall MADM samples, GFP^+^ cells were collected for each genotype. For RNA-sequencing, 2000 cells per replicate (1 replicate=1 cerebral cortex) were sorted directly into a custom-made lysis buffer (30 nM TRIS pH 8, 10 nM EDTA pH 8, 1% SDS and 200 μg/μl Proteinase K). For proteomics, 10 000 cells per replicate (1 replicate = 1 cerebral cortex) were prepared as described above except no serum was added to the media and an extra wash step with DMD/F12 wash was carried out. Samples for proteomics were sorted directly into 50 μl lysis buffer (LYSE-NHS, Preomics iST-NHS kit).

### RNA extraction of MADM samples for RNA sequencing

Directly after cell sorting using FACS, samples were incubated for 30 min at 37°C. Total volume was filled to 250 μl using RNase-free H2O (Thermo Fisher Scientific) followed by the addition of 750 μl Trizol LS (Thermo Fisher Scientific). Samples were mixed by inversion (five times). After a 5 min incubation step at RT, the entire solution was transferred into a MaXtract tube (QIAGEN). A total of 200 μl chloroform (Sigma-Aldrich) was added, followed by three times 5 s vortexing and 2 min incubation at RT. Samples were centrifuged for 2 min at 12 000 rpm at 18°C. The supernatant was transferred to a new tube and isopropanol (Sigma-Aldrich) was added in a 1:1 ratio. For better visibility of the RNA pellet 1 μl GlycoBlue (Thermo Fisher Scientific) was added and the entire solution was mixed by vortexing (3× 5 s). Samples were left for precipitation o/n at −20°C. After precipitation samples were centrifuged for 20 min with 14 000 rpm at 4°C. The supernatant was removed and the RNA pellet was washed with 70% ethanol, followed by a 5 min centrifugation step (14 000 rpm at 4°C). The RNA pellet was resuspended in 12.5 μl RNase-free H_2_O. RNA quality was analysed using RNA 6000 Pico kit (Agilent) following the manufacturer’s instructions. The RNA samples were stored at −80°C until further use. RNA sequencing was performed by VBCF GmbH on Illumina platforms.

### Statistical analysis of RNA-Seq

Read processing, alignment and annotations are described elsewhere [45]. STAR alignment parameters: clip5pNbases 3, outFilterMultimapNmax 1, outSAMtype BAM SortedByCoordinate and quantMode GeneCounts. Downstream analyses were performed in R (v3.6.1). Read coverages of the deleted *Cdk5r1* region (chr11:80477417–80478722, mm10) and the deleted *Dab1* region (chr4:104605298–104605437, mm10) were calculated using bedtools intersect with the split option on the aligned bam file produced by STAR. These read counts were added to the count tables produced by STAR with the gene name *Cdk5r1*_del and *Dab1*_del, respectively.

For Fig. 5A–E, we analysed 81 samples and removed 9 samples with a low percentage of uniquely aligned reads (<50%) or due to their position on the PCA plot. Statistics on differential expression between all pairs of genotypes were calculated with DESeq2 (v1.26.0) using contrasts for each developmental time point separately. To reduce noise, only genes with an average read coverage of >10 were used in the analyses. We used an adjusted *P*-value (padj) cutoff of 0.05 for DEGs for all analyses in Fig. 5A–E. Up- and down-regulated genes were determined by a log_2_ fold-change of >0 or < 0, respectively. For Gene Ontology term enrichment, we used the enrichGO function from the clusterProfiler package (v3.14.0) with parameters: universe = [all informative genes in the respective comparison], ont = ‘ALL’, pool = T, readable = T, OrgDb = org.Mm.eg.db (v3.10.0), minGSSize = 20, maxGSSize = 500, *P*-value cutoff = 0.1, qvalueCutoff = 0.2. For the GO term plot in Fig. 5E, we focused on P0 timepoint and first removed GO terms that are not related to neuronal development by removing GO terms with blood, vascu or angio in their description. Then we calculated the negative log10 of the uncorrected *P*-value for the remaining GO terms (score). Finally, we ranked GO terms by the score and plotted the score of the top 10 GO terms focusing on the ontology BP.

For Fig. 7, we analysed 38 samples consisting of 22 samples already used for Fig. 5A–E (control, *KO-Cdk5r1-MADM*, P0 time point) and 16 new samples (control, *Dab1*-KO). We removed three samples due to their position on a PCA plot. Statistics on differential expression were calculated as for Fig. 5A–E using genes with an average read coverage over all samples >20. For all analyses in Fig. 7, we used an adjusted *P*-value (padj) cutoff of 0.05 and an absolute log_2_ fold-change >0.35 to define DEGs. Figure 7E: We calculated the % common up- and down-regulated genes relative to all DEG in KO-*Dab1*/control and *KO-Cdk5r1-MADM*/control, respectively, and plotted the mean of these two values. Figure 7F: significance of the overlap between DEG groups was calculated using newGOM from package GeneOverlap (v1.22.0) using the number of informative genes in this comparison as genome.size. We used different gene groups for further analysis: Common_up defines genes that are common up-regulated DEGs (intersection Fig. 7D left), Common_down defines genes that are common down-regulated DEGs (intersection Fig. 7D right), Dab1_spec defines genes that are DEG in *Dab1*-KO/control but not in *KO-Cdk5r1-MADM*/control (*Dab1* up, *Dab1* down in Fig. 7D) and *Cdk5r1*_spec defines genes that are DEG in *KO-Cdk5r1-MADM*/control but do not overlap (*Cdk5r1* up, *Cdk5r1* down Fig. 7D). GO term enrichment for the respective gene group was performed using enrichGO with parameters: enrichGO(OrgDb = org.Mm.eg.db, readable = T, pool = T, maxGSSize = 900, minGSSize = 100, *P*-value cutoff = 0.05, qvalueCutoff = 0.1, separately for different GO ontologies. For Fig. 7G, we calculated a score as in Fig. 7E and plotted the top 10 GO terms from cellular components (CC) ontology without prior filtering. For Fig. S8 we used the used top 50 GO terms (ranked by adjusted *P*-value) from *Dab1*_spec and *Cdk5r1*_spec analysis and calculated all pairwise semantic similarity goSim from GOSemSim (v2.12.1) package with parameters: measure = ‘Jiang’. We plotted the resulting similarity matrix using the pheatmap package.

### Sample processing for proteomics

Samples were divided into two batches, each containing three control samples and five *Cdk5r1*-MADM or KO-*Cdk5r1*-MADM samples. Batch 1, processed on day 1, contained green cells from two individual litters and corresponded to control versus KO-*Cdk5r1*-MADM comparison; batch 2, processed on day 2, contains green from three individual litters and was used for the control versus *Cdk5r1*-MADM comparison. Each litter contained both control and either *Cdk5r1*-MADM or KO-*Cdk5r1*-MADM. Protein extraction, tryptic digestion and peptides cleanup were performed using a TMT-labeling compatible variant of the in-Stage Tips method (iST-NHS-12x kit, Preomics). Briefly, immediately after cell-sorting, collected cells were supplemented with 50 μl LYSE-NHS buffer, boiled for 10 min, then processed according to the manufacturer’s protocol with the following minor modifications: sonication was skipped (the number of cells was low enough that DNA would not be an issue, and this would reduce the chance of proteins loss or samples contamination due to having to use a probe sonicator); digestion was performed overnight. Prior to TMT labeling, small aliquots of each of the 16 samples were taken and mixed to generate a mixed reference sample. Individual samples were then labeled with TMT-10plex (lot # UL291039, ThermoFisher Scientific), splitting the contents of each TMT vial to label one sample of each batch. Individual samples were combined into two TMT-labeled samples, each containing the eight samples from one batch plus a mixed reference sample. Combined samples were then loaded onto the iST-NHS kit’s cartridges in several steps, washed as per the manufacturer’s protocol, eluted and dried in a speedvac. Since phospho-peptides were of interest, although the amount of material as determined by a Pierce Quantitative Colorimetric Peptide Assay (Thermo Scientific) was low (~100 μg/sample), the samples were subjected to phospho-peptides enrichment (MagReSyn Ti-IMAC beads, ReSyn Biosciences) according to manufacturer’s protocol but scaling down the amount of beads, then the flow-throughs were fractionated into eight fractions using the Pierce High pH Reversed-Phase Peptide Fractionation Kit (ThermoFisher Scientific).

### LC–MS/MS analysis

Samples were dried, redissolved in 0.1% TFA and analysed by LC–MS/MS on an Ultimate HPLC (ThermoFisher Scientific) coupled to a Q-Exactive HF (ThermoFisher Scientific). Each sample was concentrated over an Acclaim PepMap C18 pre-column (5 μm particle size, 0.3 mm ID × 5 mm length, ThermoFisher Scientific) then bound to a 50 cm EasySpray C18 analytical column (2 μm particle size, 75 μm ID × 500 mm length, ThermoFisher Scientific) and eluted over the following 90 min gradient: solvent A, water +0.1% formic acid; solvent B, 80% acetonitrile in water +0.08% formic acid; constant 300 nl/min flow; B percentage: start, 2%; 70 min, 31%; 90 min, 44%. Mass spectra were acquired in positive mode with a data-dependent acquisition method: FWHM 20s, lock mass 445.12003 m/z; MS1: profile mode, 120 000 resolution, AGC target 3e6, 50 ms maximum IT, 380 to 1500 m/z; MS2: top 20, centroid mode, 1 microscan, 60 000 resolution, AGC target 1e5, 100 ms maximum IT, 0.7 m/z isolation window (no offset), 100 m/z fixed first mass, NCE 32, excluding charges 1 and 8 or higher, 60s dynamic exclusion.

### Statistical analysis of proteomics

Raw files were searched in MaxQuant 1.6.14.0 against the *Mus musculus* reference proteome from UniProtKB. Fixed cysteine modification was set to H11OC6N. Variable modifications were Oxidation (M), Acetyl (Protein N-term), Deamidation (NQ), Gln- > pyro-Glu and Phospho (STY). Match between runs and second peptides search were active. All FDRs were set to 1%. MaxQuant results were further processed in R using in-house scripts, starting from evidence (PSM) tables. Briefly, potential contaminants, reverse database hits or evidences with null intensity values were excluded. Evidence reporter intensities were scaled to integrated feature intensity, normalized using the Levenberg–Marquardt procedure row-wise, then assembled into peptidoforms (post-translationally modified peptides), summing up intensities per sample. Peptidoform reporter intensities were corrected for TMT lot label impurity values, median normalized, log-transformed, subjected to variance stabilizing normalization, re-normalized using the Levenberg–Marquardt procedure row-wise, then corrected for TMT batch effect using the Internal Reference Scaling method. Ratios to the average of all either control or *Cdk5r1*-MADM samples (two parallel analyses) were calculated, then protein groups were inferred from peptidoforms. Because the focus was on discovering and quantifying as many protein groups as possible from limiting sample amounts, all groups including those with just one peptide were retained. Protein groups were quantified by averaging the intensity profile of matching peptidoforms (excluding phospho-peptides and counterparts), weighted by the inverse of individual posterior error probabilities, then these values were averaged per sample and *P*-values calculated using a moderated t-test and an F-test (limma package). Significance thresholds were calculated using the Benjamini Hochberg procedure for 10%, 20% and 30% FDR. In addition, protein groups with an absolute log2 ratio smaller than 95% of individual to average reference log2 ratios were excluded. Results were saved as an EXCEL file and used for downstream analyses. Figures 5G–H: we plotted the Moderated.t-test:.-log10(*P*-value) against the Ratio:.log2.-.Mean for the respective comparison. All genes that were marked ‘up, FDR = 10%’ and ‘down, FDR = 10%’ were labeled in the volcano plot. For Fig. 5I: we used all gene names linked to peptide groups for subsequent analyses. We defined significant DEGs as genes marked ‘up, FDR = 10%’, ‘down, FDR = 10%’ and calculated GO term enrichments using clusterProfiler (v3.14.3) with parameters: universe = [all genes in ‘Genes’], OrgDb = org.Mm.eg.db (v3.10.0), ont = ‘CC’, *P*-value cutoff = 0.1, minGSSize = 50, maxGSSize = 2000, pool = F, readable = T. We plotted selected terms of the top 15 GO terms, ranked by *P*-value. Figures 5J and K: comparison to RNA-Seq: we defined RNA-Seq DEGs by using statistics calculated in Fig. 5B and extracting genes with an adjusted *P*-value of <0.1 and a log2 fold-change >0 (RNA Up) or <0 (RNA Down). DEGs based on proteomics were defined as having a ‘+’ in the ‘Significant:.FDR = 10%.-.full-KO’ column and ‘Ratio:.log2.-.Mean.-.full-KO’ <0 (Protein Down) or >0 (Protein Up). Note that we only used genes that were informative on both RNA-Seq and Proteomics for this analysis. Figure 5L: for GO term analysis, we used gene sets commonly up- and down-regulated in both RNA-Seq and proteomics (intersection Fig. 5K). GO term enrichment was calculated using enrichGO with parameters: universe = [all genes informative in RNA-Seq and proteomics], OrgDb = org.Mm.eg.db (v3.10.0), ont = ‘CC’, *P*-value cutoff = 0.9, minGSSize = 10, maxGSSize = 2000, pool = F, readable = T. We calculated a score as described before with a negative prefix for down regulated genes and plotted the top 10 GO terms, ranked by *P*-value.

### Transcriptomics raw data

The raw sequencing data used in this publication were deposited in NCBI’s Gene Expression Omnibus [15] and be accessible through GEO Series accession number GSE200604 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200604).

### Proteomics raw data

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [61] partner repository with the dataset identifier PXD023222.

### Code for analysis of relative distribution of MADM-Labeled neurons

The Python (version > = 3.6) package cell2layer (version 0.2) for analysing the relative and absolute distances of each manually marked neuron to its layer boundaries along with documentation is available at http://github.com/hippenmeyerlab/cell2layer as open-source software under the GNU General Public License v3.0.

### Code for correction of non-linear local drift in time-lapse images

The Python (version > = 3.6) package undrift (version 0.2) for correcting non-linear, local tissue drift along with documentation is available at http://github.com/hippenmeyerlab/undrift as open-source software under the GNU General Public License v3.0.

## Supplementary Material

suppl_data_kvac009

## Data Availability

All data have been presented in Figures and Supplemental Figures. Original images will be made available upon request. Raw sequencing/proteomics data, sample lists and code will be accessible as detailed.

## References

[1] Amberg N, Hippenmeyer S. Genetic mosaic dissection of candidate genes in mice using mosaic analysis with double markers. STAR Protoc. 2021;2: 10093910.1016/j.xpro.2021.100939PMC860330834825212

[2] Angevine JB, Sidman RL. Autoradiographic study of cell migration during histogenesis of cerebral cortex in the mouse. Nature. 1961;192:766–810.1038/192766b017533671

[3] Arnaud L, Ballif BA, Cooper JA. Regulation of protein tyrosine kinase signaling by substrate degradation during brain development. Mol. Cell. Biol. 2003;23:9293–30214645539 10.1128/MCB.23.24.9293-9302.2003PMC309695

[4] Ayala R, Shu T, Tsai LH. Trekking across the brain: the journey of neuronal migration. Cell. 2007;128:29–4317218253 10.1016/j.cell.2006.12.021

[5] Baek ST, Copeland B, Yun E-J et al. An AKT3-FOXG1-reelin network underlies defective migration in human focal malformations of cortical development. Nat Med. 2015;21:1445–5426523971 10.1038/nm.3982PMC4955611

[6] van den Berghe V, Stappers E, Seuntjens E. How cell-autonomous is neuronal migration in the forebrain? Molecular cross-talk at the cell membrane. Neurosci. 2014;20:571–510.1177/107385841453939624972605

[7] Bock HH, May P. Canonical and non-canonical Reelin signaling. Front Cell Neurosci. 2016;10:1–2027445693 10.3389/fncel.2016.00166PMC4928174

[8] Bradshaw NJ, Hayashi MAF. NDE1 and NDEL1 from genes to (mal)functions: parallel but distinct roles impacting on neurodevelopmental disorders and psychiatric illness. Cell Mol Life Sci. 2017;74:1191–21027742926 10.1007/s00018-016-2395-7PMC11107680

[9] Buchsbaum IY, Cappello S. Neuronal migration in the CNS during development and disease: insights from in vivo and in vitro models. Development. 2019;146:10.1242/dev.16376630626593

[10] Caffrey JR, Hughes BD, Britto JM, Landman KA. An in silico agent-based model demonstrates Reelin function in directing lamination of neurons during cortical development. Plos One. 2014;9:1–1110.1371/journal.pone.0110415PMC420485825334023

[11] Chae T, Kwon YT, Bronson R et al. Mice lacking p35, a neuronal specific activator of Cdk5, display cortical lamination defects, seizures, and adult lethality. Neuron. 1997;18:29–429010203 10.1016/s0896-6273(01)80044-1

[12] Contreras X, Amberg N, Davaatseren A et al. A genome-wide library of MADM mice for single-cell genetic mosaic analysis. Cell Rep. 2021;35:10927434161767 10.1016/j.celrep.2021.109274PMC8317686

[13] Delalle I, Bhide PG, Caviness VS, Tsai LH. Temporal and spatial patterns of expression of p35, a regulatory subunit of cyclin-dependent kinase 5, in the nervous system of the mouse. J Neurocytol. 1997;26:283–969192293 10.1023/a:1018500617374

[14] Dimidschstein J, Passante L, Dufour A et al. Ephrin-B1 controls the columnar distribution of cortical pyramidal neurons by restricting their tangential migration. Neuron. 2013;79:1123–3524050402 10.1016/j.neuron.2013.07.015

[15] Edgar R. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 2002;30:207–1011752295 10.1093/nar/30.1.207PMC99122

[16] Evsyukova I, Plestant C, Anton ES. Integrative mechanisms of oriented neuronal migration in the developing brain. Annu Rev Cell Dev Biol. 2013;29:299–35323937349 10.1146/annurev-cellbio-101512-122400PMC3930923

[17] Farnebäck G. Two-frame motion estimation based on polynomial expansion. Lect Notes Comput Sci (Including Subser Lect Notes Artif Intell Lect Notes Bioinformatics). 2003;2749:363–70

[18] Franco SJ, Martinez-Garay I, Gil-Sanz C et al. Reelin regulates cadherin function via Dab1/Rap1 to control neuronal migration and lamination in the neocortex. Neuron. 2011;69:482–9721315259 10.1016/j.neuron.2011.01.003PMC3056352

[19] Gorelik A, Sapir T, Woodruff TM, Reiner O. Serping1/C1 inhibitor affects cortical development in a cell autonomous and non-cell autonomous manner. Front Cell Neurosci. 2017;11:1–1428670268 10.3389/fncel.2017.00169PMC5472692

[20] Gorski JA, Talley T, Qiu M et al. Cortical excitatory neurons and glia, but not GABAergic neurons, are produced in the Emx1-expressing lineage. J Neurosci. 2002;22:6309–1412151506 10.1523/JNEUROSCI.22-15-06309.2002PMC6758181

[21] Greenman R, Gorelik A, Sapir T et al. Non-cell autonomous and non-catalytic activities of ATX in the developing brain. Front Neurosci. 2015;9:1–1725788872 10.3389/fnins.2015.00053PMC4349085

[22] Guerrini R, Parrini E. Neuronal migration disorders. Neurobiol Dis. 2010;38:154–6619245832 10.1016/j.nbd.2009.02.008

[23] Gupta A, Sanada K, Miyamoto DT et al. Layering defect in p35 deficiency is linked to improper neuronal-glial interaction in radial migration. Nat Neurosci. 2003;6:1284–9114608361 10.1038/nn1151

[24] Hammond V, Howell B, Godinho L, Tan SS. Disabled-1 functions cell autonomously during radial migration and cortical layering of pyramidal neurons. J Neurosci. 2001;21:8798–80811698592 10.1523/JNEUROSCI.21-22-08798.2001PMC6762297

[25] Hammond V, Tsai LH, Tan SS. Control of cortical neuron migration and layering: cell and non cell-autonomous effects of p35. J Neurosci. 2004;24:576–8714724258 10.1523/JNEUROSCI.4529-03.2004PMC6729984

[26] Hanganu-Opatz IL, Butt SJB, Hippenmeyer S et al. The logic of developing neocortical circuits in health and disease. J Neurosci. 2021;41:813–2233431633 10.1523/JNEUROSCI.1655-20.2020PMC7880298

[27] Hansen AH, Duellberg C, Mieck C et al. Cell polarity in cerebral cortex development—cellular architecture shaped by biochemical networks. Front Cell Neurosci. 2017;11:17628701923 10.3389/fncel.2017.00176PMC5487411

[28] Hansen AH, Hippenmeyer S. Non-cell-autonomous mechanisms in radial projection neuron migration in the developing cerebral cortex. Front Cell Dev Biol. 2020;8: 57438210.3389/fcell.2020.574382PMC754553533102480

[29] Hatanaka Y, Hisanaga S-I, Heizmann CW, Murakami F. Distinct migratory behavior of early- and late-born neurons derived from the cortical ventricular zone. J Comp Neurol. 2004;479:1–1415389616 10.1002/cne.20256

[30] Heng JIT, Chariot A, Nguyen L. Molecular layers underlying cytoskeletal remodelling during cortical development. Trends Neurosci. 2010;33:38–4719837469 10.1016/j.tins.2009.09.003

[31] Hippenmeyer S. Molecular pathways controlling the sequential steps of cortical projection neuron migration. Cell Mol Control Neuron Migrat. 2014;800:1–2410.1007/978-94-007-7687-6_124243097

[32] Hippenmeyer S, Youn YH, Moon HM et al. Genetic mosaic dissection of Lis1 and Ndel1 in neuronal migration. Neuron. 2010;68:695–70921092859 10.1016/j.neuron.2010.09.027PMC3044607

[33] Hong SE, Shugart YY, Huang DT et al. Autosomal recessive lissencephaly with cerebellar hypoplasia is associated with human RELN mutations. Nat Genet. 2000;26:93–610973257 10.1038/79246

[34] Howell BW, Hawkes R, Soriano P, Cooper JA. Neuronal position in the developing brain is regulated by mouse disabled-1. Nature. 1997;389:733–79338785 10.1038/39607

[35] Iwashita M, Kataoka N, Toida K, Kosodo Y. Systematic profiling of spatiotemporal tissue and cellular stiffness in the developing brain. Development. 2014;141:3793–825249464 10.1242/dev.109637

[36] Jheng G-W, Hur SS, Chang C-M et al. Lis1 dysfunction leads to traction force reduction and cytoskeletal disorganization during cell migration. Biochem Biophys Res Commun. 2018;497:869–7529470990 10.1016/j.bbrc.2018.02.151

[37] Jossin Y. Molecular mechanisms of cell polarity in a range of model systems and in migrating neurons. Mol Cell Neurosci. 2020;106: 10350310.1016/j.mcn.2020.10350332485296

[38] Juric-Sekhar G, Hevner RF. Malformations of cerebral cortex development: molecules and mechanisms. Annu Rev Pathol. 2019;14:293–31830677308 10.1146/annurev-pathmechdis-012418-012927PMC6938687

[39] Keshvara L, Magdaleno S, Benhayon D et al. Cyclin-dependent kinase 5 phosphorylates disabled 1 independently of Reelin signaling. J Neurosci. 2002;22:4869–7712077184 10.1523/JNEUROSCI.22-12-04869.2002PMC6757745

[40] Ko J, Humbert S, Bronson RT et al. p35 and p39 are essential for cyclin-dependent kinase 5 function during neurodevelopment. J Neurosci. 2001;21:6758–7111517264 10.1523/JNEUROSCI.21-17-06758.2001PMC6763073

[41] Kriegstein AR, Noctor SC. Patterns of neuronal migration in the embryonic cortex. Trends Neurosci. 2004;27:392–915219738 10.1016/j.tins.2004.05.001

[42] Kwan KY, Sestan N, Anton ES. Transcriptional co-regulation of neuronal migration and laminar identity in the neocortex. Development. 2012;139:1535–4622492350 10.1242/dev.069963PMC3317962

[43] Kwon YT, Gupta A, Zhou Y et al. Regulation of N-cadherin-mediated adhesion by the p35-Cdk5 kinase. Curr Biol. 2000;10:363–7210753743 10.1016/s0960-9822(00)00411-5

[44] Kwon YT, Tsai LH. A novel disruption of cortical development in p35(−/−) mice distinct from reeler. J Comp Neurol. 1998;395:510–229619503 10.1002/(sici)1096-9861(19980615)395:4<510::aid-cne7>3.0.co;2-4

[45] Laukoter S, Amberg N, Pauler FM, Hippenmeyer S. Generation and isolation of single cells from mouse brain with mosaic analysis with double markers-induced uniparental chromosome disomy. STAR Protoc. 2020a;1: 10021510.1016/j.xpro.2020.100215PMC775767033377108

[46] Laukoter S, Beattie R, Pauler FM et al. Imprinted Cdkn1c genomic locus cell-autonomously promotes cell survival in cerebral cortex development. Nat Commun. 2020b;11:1–1431924768 10.1038/s41467-019-14077-2PMC6954230

[47] Lee JH, Huynh M, Silhavy JL et al. De novo somatic mutations in components of the PI3K-AKT3-mTOR pathway cause hemimegalencephaly. Nat Genet. 2012;44:941–522729223 10.1038/ng.2329PMC4417942

[48] Lodato S, Arlotta P. Generating neuronal diversity in the mammalian cerebral cortex. Annu Rev Cell Dev Biol. 2015;31:699–72026359774 10.1146/annurev-cellbio-100814-125353PMC4778709

[49] Magen D, Ofir A, Berger L et al. Autosomal recessive lissencephaly with cerebellar hypoplasia is associated with a loss-of-function mutation in CDK5. Hum Genet. 2015;134:305–1425560765 10.1007/s00439-014-1522-5

[50] Mähler (Convenor M, Berard M, Feinstein R et al. FELASA recommendations for the health monitoring of mouse, rat, hamster, guinea pig and rabbit colonies in breeding and experimental units. Lab Anim. 2014;48:178–9224496575 10.1177/0023677213516312

[51] Marín O, Valiente M, Ge X, Tsai LH. Guiding neuronal cell migrations. Cold Spring Harb Perspect Biol. 2010;2:1–2110.1101/cshperspect.a001834PMC282827120182622

[52] McConnell SK. Constructing the cerebral cortex: neurogenesis and fate determination. Neuron. 1995;15:761–87576626 10.1016/0896-6273(95)90168-x

[53] Morimura T, Ogawa M et al. Relative importance of the tyrosine phosphorylation sites of Disabled-1 to the transmission of Reelin signaling. Brain Res. 2009;1304:26–3719796633 10.1016/j.brainres.2009.09.087

[54] Nadarajah B, Brunstrom JE, Grutzendler J et al. Two modes of radial migration in early development of the cerebral cortex. Nat Neurosci. 2001;4:143–5011175874 10.1038/83967

[55] Nakagawa N, Plestant C, Yabuno-Nakagawa K et al. Memo1-mediated tiling of radial glial cells facilitates cerebral cortical development. Neuron. 2019;103:836–852.e531277925 10.1016/j.neuron.2019.05.049PMC6728225

[56] Niethammer M, Smith DS, Ayala R et al. NUDEL is a novel Cdk5 substrate that associates with LIS1 and cytoplasmic dynein. Neuron. 2000;28:697–71111163260 10.1016/s0896-6273(00)00147-1

[57] Noctor SC, Flint AC, Weissman TA et al. Neurons derived from radial glial cells establish radial units in neocortex. Nature. 2001;409:714–2011217860 10.1038/35055553

[58] Noctor SC, Martínez-Cerdeño V, Ivic L, Kriegstein AR. Cortical neurons arise in symmetric and asymmetric division zones and migrate through specific phases. Nat Neurosci. 2004;7:136–4414703572 10.1038/nn1172

[59] Ohshima T. Neuronal migration and protein kinases. Front Neurosci. 2015;8:45825628530 10.3389/fnins.2014.00458PMC4292441

[60] Patrick GN, Zhou P, Kwon YT et al. p35, the neuronal-specific activator of cyclin-dependent kinase 5 (Cdk5) is degraded by the ubiquitin-proteasome pathway. J Biol Chem. 1998;273:24057–649727024 10.1074/jbc.273.37.24057

[61] Perez-Riverol Y, Csordas A, Bai J et al. The PRIDE database and related tools and resources in 2019: improving support for quantification data. Nucleic Acids Res. 2019;47:D442–5030395289 10.1093/nar/gky1106PMC6323896

[62] Poduri A, Evrony GD, Cai X et al. Somatic activation of AKT3 causes hemispheric developmental brain malformations. Neuron. 2012;74:41–822500628 10.1016/j.neuron.2012.03.010PMC3460551

[63] Pramparo T, Libiger O, Jain S et al. Global developmental gene expression and pathway analysis of normal brain development and mouse models of human neuronal migration defects. PLoS Genet. 2011;7: e100133110.1371/journal.pgen.1001331PMC305334521423666

[64] Reiner O, Parichha A, Sapir T. Modeling human neuronal migration deficits in 3D. Curr Opin Neurobiol. 2021;66:30–633069990 10.1016/j.conb.2020.09.005

[65] Reiner O, Sapir T. LIS1 functions in normal development and disease. Curr Opin Neurobiol. 2013;23:951–623973156 10.1016/j.conb.2013.08.001

[66] Rivière JB, Mirzaa GM, O’Roak BJ et al. De novo germline and postzygotic mutations in AKT3, PIK3R2 and PIK3CA cause a spectrum of related megalencephaly syndromes. Nat Genet. 2012;44:934–4022729224 10.1038/ng.2331PMC3408813

[67] Samuels BA, Hsueh Y-P, Shu T et al. Cdk5 promotes synaptogenesis by regulating the subcellular distribution of the MAGUK family member CASK. Neuron. 2007;56:823–3718054859 10.1016/j.neuron.2007.09.035PMC2151975

[68] Sanada K, Gupta A, Tsai LH. Disabled-1-regulated adhesion of migrating neurons to radial glial fiber contributes to neuronal positioning during early corticogenesis. Neuron. 2004;42:197–21115091337 10.1016/s0896-6273(04)00222-3

[69] Sasaki S, Shionoya A, Ishida M et al. A LIS1/NUDEL/cytoplasmic dynein heavy chain complex in the developing and adult nervous system. Neuron. 2000;28:681–9611163259 10.1016/s0896-6273(00)00146-x

[70] Schindelin J, Arganda-Carreras I, Frise E et al. Fiji: an open-source platform for biological-image analysis. Nat Methods. 2012;9:676–8222743772 10.1038/nmeth.2019PMC3855844

[71] Sekine K, Honda T, Kawauchi T et al. The outermost region of the developing cortical plate is crucial for both the switch of the radial migration mode and the Dab1-dependent “inside-out” lamination in the neocortex. Rapid Commun. 2011;31:9426–3910.1523/JNEUROSCI.0650-11.2011PMC662347221697392

[72] Sekine K, Kawauchi T, Kubo K et al. Reelin controls neuronal positioning by promoting cell-matrix adhesion via inside-out activation of integrin α5β1. Neuron. 2012;76:353–6923083738 10.1016/j.neuron.2012.07.020PMC3479437

[72] Shellard A, Mayor R. Rules of collective migration: from the wildebeest to the neural crest. Decennial index. 2020;375: 2019038710.1098/rstb.2019.0387PMC742338232713298

[74] Simo S, Jossin Y, Cooper JA. Cullin 5 regulates cortical layering by modulating the speed and duration of Dab1-dependent neuronal migration. J Neurosci. 2010;30:5668–7620410119 10.1523/JNEUROSCI.0035-10.2010PMC2866641

[75] Su SC, Tsai L-H. Cyclin-dependent kinases in brain development and disease. Annu Rev Cell Dev Biol. 2011;27:465–9121740229 10.1146/annurev-cellbio-092910-154023

[76] Tabata H, Nakajima K. Multipolar migration: the third mode of radial neuronal migration in the developing cerebral cortex. J Neurosci. 2003;23:9996–1000114602813 10.1523/JNEUROSCI.23-31-09996.2003PMC6740853

[77] Takahashi T, Nowakowski R, Caviness V. The cell cycle of the pseudostratified ventricular epithelium of the embryonic murine cerebral wall. J Neurosci. 1995;15:6046–577666188 10.1523/JNEUROSCI.15-09-06046.1995PMC6577667

[78] Tinevez J-Y, Perry N, Schindelin J et al. TrackMate: an open and extensible platform for single-particle tracking. Methods. 2017;115:80–9027713081 10.1016/j.ymeth.2016.09.016

[79] Tsai J, Vallee RB Stem Cell Migration. Totowa, NJ: Humana Press, 2011

[80] Valiente M, Marín O. Neuronal migration mechanisms in development and disease. Curr Opin Neurobiol. 2010;20:68–7820053546 10.1016/j.conb.2009.12.003

[81] Vallee RB, Seale GE, Tsai J-W. Emerging roles for myosin II and cytoplasmic dynein in migrating neurons and growth cones. Trends Cell Biol. 2009;19:347–5519524440 10.1016/j.tcb.2009.03.009PMC2844727

[82] Yang H, Jensen P, Goldowitz D. The community effect and Purkinje cell migration in the cerebellar cortex: analysis of scrambler chimeric mice. J Neurosci. 2002;22:464–7011784791 10.1523/JNEUROSCI.22-02-00464.2002PMC6758652

[83] Yoshinaga S, Honda T, Kubo K, Nakajima K. Dab1-deficient deep layer neurons prevent Dab1-deficient superficial layer neurons from entering the cortical plate. Neurosci Res. 2022; 10.1016/j.neures.2022.03.01135364133

[84] Youn YH, Pramparo T, Hirotsune S, Wynshaw-Boris A. Distinct dose-dependent cortical neuronal migration and neurite extension defects in Lis1 and Ndel1 mutant mice. J Neurosci. 2009;29:15520–3020007476 10.1523/JNEUROSCI.4630-09.2009PMC2824645

[85] Zaman MH, Kamm RD, Matsudaira P, Lauffenburger DA. Computational model for cell migration in three-dimensional matrices. Biophys J. 2005;89:1389–9715908579 10.1529/biophysj.105.060723PMC1366623

[86] Zong H, Espinosa JS, Su HH et al. Mosaic analysis with double markers in mice. Cell. 2005;121:479–9215882628 10.1016/j.cell.2005.02.012

How the deposited data were processed for this re-analysis (not part of the article)

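RNA of GFP+ cells sorted from single cortices was sequenced in 97 libraries, 81 of control-MADM, Cdk5r1-MADM and KO-Cdk5r1-MADM at E13, E16 and P0 and 16 of control-MADM and of libraries labelled MADM;KO-Dab1 at P0. The counts are, as deposited by the authors, STAR's reads per gene for each library, made by aligning the reads to mm10 and keeping those with a single place, and they were neither normalized nor filtered. Of all reads, 28.93% were counted as unmapped, 12.5% outside genes, 5.062% on more than 1 gene and 53.5% on genes. No reads were counted apart as aligning to several places, so the unmapped share can include such reads. Only the reads on genes entered library sizes and tests. The total on genes was between 2243 and 8607367 per library (median 4641908). Of 53379 gene identifiers, 53274 matched the GENCODE annotation without their version and 50604 with it. The annotation release the authors used was inferred from this match. No pair of libraries within a group was alike enough to be copies of each other.

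Libraries were grouped by their deposited genotype and age. For the deposited labels of the Dab1 data set, which name another MADM platform than the paper, the genotype was taken as labelled. Libraries under 50% uniquely aligned reads were left out of the comparisons of each age, and all 38 libraries were kept in the combined comparison, where the paper states no alignment minimum. The libraries that the paper removed by their position in a principal component analysis are not named in its text, and none was removed on that ground.

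Each age was fitted with its 3 genotypes in R 4.3.3 with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood F test) over genes with a mean count above 10, and the combined P0 libraries over genes with a mean count above 20. P values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called, in the combined comparison with an absolute log2 fold change above 0.35 as well. Differences between ages were tested as interactions. DESeq2 1.42.0, the tool of the study in another version, was an alternative. Both were tested on simulated data with 200 changed genes. Gene lists were tested with a one-sided Fisher's exact test among the called genes, and with camera (correlation 0.01 or estimated) and fry from limma 3.58.1. Values of list genes were also adjusted over the list alone. Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9 were used for the annotation and the figures. A level at or below 3 counts was treated as a limit. Group means, SDs and ranges in CPM are scaled to the total on tested genes. The levels of Cdk5r1, Dab1, Fst, AA465934 and Gm10039 in single libraries, as well as the figures, are scaled to the total on all genes.

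The lists of ECM, adhesion, synaptic vesicle and ribosomal protein genes and of markers of 10 cell types were written from gene families and known markers, since GO terms were not used here, and they share 0 genes with each other. Genes are named by a rule fixed with the lists: Cdk5r1 and Dab1, all DEGs of a comparison with at most 10, otherwise the 5 with the smallest adjusted p in each direction, the 5 called genes with the smallest adjusted p of the ECM and adhesion lists, and the 5 commonly downregulated genes with the smallest larger adjusted p. Markers and the proteins named in Fig. 5H enter only as lists, apart from the levels of abundant markers. Some results of single genes that these rules select are not reported here.

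The alternatives set beforehand were DESeq2, no alignment minimum, RLE normalization, no mean-count minimum, only 2 genotypes in the fit, the replicate number as a block, the share of reads outside genes as a covariate, groups of 5 libraries (20 draws), leaving out each library in turn, and Reactome sets in place of lists. For the combined comparison they were also only libraries of at least 50% uniquely aligned reads, no log2 fold change minimum, the data set as a covariate, and controls of the own data set. Alternatives added after seeing the data were libraries with at least 1e+06 gene counts, sex or mitochondrial class as a covariate, and own data set controls without the library under 50%. Groups were also split at random 100 times. Coverage of the deleted regions and the proteome were not analysed here.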

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

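The tests of genes near Cdk5r1, of AA465934 in control-MADM libraries, of the group sizes at E16 and of mitochondrial transcripts in control-MADM libraries were chosen only after the result was seen, and the question of a mitochondrial class itself came from the data.

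In 33 groups of library values, the gap between the farthest library and the next was divided by the range of the group and compared with its critical value, and 10 values stood apart where 1.65 would be expected by chance. Of these, 7 belong to 3 libraries with few uniquely aligned reads. In control-MADM E13 replicate 4, 26.95% of reads aligned uniquely (69.29 to 73.88% in the other libraries of the group), and 37.29% of those lay outside genes (14.51 to 20.76%). In Cdk5r1-MADM E16 replicate 5 the shares were 22.4% (69.72 to 73.97%) and 60.18% (16.09 to 18.9%). In control-MADM P0 replicate 4 of the Dab1 data set they were 4.816% (74.81 to 75.94%) and 80.27% (13 to 17.59%), and its Dab1 level was 52.8 CPM (229.1 to 348.5 CPM). Cdk5r1-MADM P0 replicate 4 stood apart with 78.45% uniquely aligned reads (73.81 to 75.12%) and with a Cdk5r1 level of 121.7 CPM (52.23 to 74.07 CPM). KO-Cdk5r1-MADM P0 replicate 7 had a Cdk5r1 level of 111.3 CPM (59.99 to 85.63 CPM). The condition is shared within each group, so the design gives no biological explanation and none was tested.

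The change of KO-Cdk5r1-MADM against control-MADM differed between P0 and E16 for 973 genes, between P0 and E13 for 16 genes and between E16 and E13 for 29 genes, by the test of an interaction over 12930 genes. The change against Cdk5r1-MADM differed between P0 and E16 for 535 genes and between P0 and E13 for 103 genes (62 higher and 41 lower at P0). A lower depth at the earlier ages is argued against. With libraries of at least 1094174 counts thinned to that total, KO-Cdk5r1-MADM against Cdk5r1-MADM gave 202 DEGs at P0 and 0 at E13 and E16. Libraries with fewer counts were dropped, the nearly empty ones at E13 and control-MADM E16 replicate 7. Fewer libraries at E16 are argued against as well. E16 had 11 KO-Cdk5r1-MADM and 7 Cdk5r1-MADM libraries, more than the 10 and 6 of P0. With 5 libraries per group, the median at P0 was 323.5 DEGs (18 to 1732 over 20 draws), and no draw at E13 gave more than 2. The nearly empty Cdk5r1-MADM libraries were among those drawn from at E13, so fewer usable libraries stay open for that age. At E16 the median was 0, although the draws reached 731. Of 100 splits of the libraries, 1 gave as many DEGs at P0 as the real one, which is the real split itself, with at most 545 in the others, whereas at E16 11 of 100 splits gave as many as the real one. At E16, markers of other cell types moved the other way from P0. The median log2 fold change of KO-Cdk5r1-MADM against Cdk5r1-MADM was 1.74 for endothelial and 2.77 for mural markers at E16, against -1.01 and -1.02 at P0. Differences in the sorted cells may contribute to these interactions. The age of the animals, which the design names, stays open as untested.

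AA465934, a transcript the paper does not discuss, had a log2 fold change of 3.00 in Cdk5r1-MADM against control-MADM at P0. It lies 2814676 bases from Cdk5r1, so a variant of the strain that carries the Cdk5r1 allele may be linked to it. Among genes within 25 Mb of Cdk5r1, 6.3% had an unadjusted p under 0.05 in Cdk5r1-MADM at P0, against 4.59% elsewhere (one-sided Fisher's exact test, p = 0.0409), which did not pass after adjustment over 6 comparisons (adjusted p = 0.138). Control-MADM libraries without the deletion reach the level of KO-Cdk5r1-MADM as well, 4 of 7 at E13 (128.2 to 175.9 CPM, leaving out replicate 2) and 8 of 12 at E16 (41.82 to 172.7 CPM), and KO-Cdk5r1-MADM P0 replicate 10 had 10.36 CPM, so the deletion alone does not set the level. The variant stays open, because it was not read in the libraries.

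Of the 24 control-MADM libraries at E16 and P0, 12 had reads of mt-Nd3 in place of reads of the mitochondrial pseudogene Gm28438. The other 12 had the reverse, and 0 had both above 10% of their sum. Separate classes in animals without the deletion are consistent with a mitochondrial variant of the maternal line. At both ages all fitted KO-Cdk5r1-MADM libraries belong to the pseudogene class and all fitted Cdk5r1-MADM libraries to the mt-Nd3 class. The comparison of these genotypes is therefore also a comparison of the classes. Cdk5r1-MADM E16 replicate 5, left out of the fits, had reads of neither transcript.

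The class was therefore added as a covariate. KO-Cdk5r1-MADM against control-MADM at P0 then had 7 DEGs. Loss of power to any covariate that parts the controls 6 against 6 is argued against, because 1 of 100 classes gave as few, the real one included, with a median of 149 DEGs. KO-Cdk5r1-MADM against Cdk5r1-MADM at P0 had 1 DEG with the mitochondrial class of the libraries as a covariate, and 41 of 100 random classes gave as few (median 4), so here class and genotype cannot be told apart. Between the control-MADM libraries of the classes at P0, 6 against 6, there were 5 DEGs and 1635 of 13104 genes at an unadjusted p under 0.05. The log2 fold changes between these control libraries correlated across genes, which are not independent replicates, with those of KO-Cdk5r1-MADM against Cdk5r1-MADM at r = 0.492. Of 462 splits of the 12 libraries 6 to 6, 8 gave as large a correlation at P0, and at E16, with r = 0.382, 13 of 462 did. A difference that follows the class, such as the parents or the litter, may thus account for part of the changes attributed to the genotype. Parents are a biological difference that was not tested.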

How the results depend on the processing

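The mitochondrial class and the sex of the animals as covariates, libraries with at least 1e+06 gene counts, and own data set controls without the library under 50% uniquely aligned reads were chosen only after the data were seen, and the other alternatives were set beforehand. Unless a reason is given, the cause was not tested.

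The level of Cdk5r1 in Cdk5r1-MADM and KO-Cdk5r1-MADM stayed below control-MADM in each alternative. Between the mutants at P0, where it did not pass the threshold, it was between -0.03 (mitochondrial class covariate) and 0.30 (without Cdk5r1-MADM P0 replicate 4). In Cdk5r1-MADM at E16 with no alignment minimum it was -0.42 (adjusted p = 0.922 from edgeR), and in KO-Cdk5r1-MADM at E13 with DESeq2 it was -1.97 and passed the threshold (adjusted p = 0.00434). Over the fits that each left out 1 library, it was between -1.49, without the library labelled control-MADM E13 replicate 2, and -1.12 in Cdk5r1-MADM at E13, and between -2.24, without KO-Cdk5r1-MADM E13 replicate 4, and -1.76 in KO-Cdk5r1-MADM at E13. Without the former library the E13 calls passed (adjusted p = 0.0119 and 0.000411). The Dab1 level in the libraries labelled MADM;KO-Dab1 was 0.283 with only libraries of at least 50% uniquely aligned reads (adjusted p = 0.049) and 0.303 with sex as a covariate (adjusted p = 0.0384), both under the minimum of 0.35 and so not called, and was between 0.26 and 0.34 over the fits that left out 1 library (without control-MADM P0 replicate 4 of the Cdk5r1 data set, 0.336).

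With no alignment minimum, Cdk5r1-MADM against control-MADM at E16 had 180 DEGs, KO-Cdk5r1-MADM against control-MADM at E16 had 6, and KO-Cdk5r1-MADM against Cdk5r1-MADM had 360 at E16 and 1 at E13. With DESeq2, Cdk5r1-MADM at E16 had 4 DEGs, KO-Cdk5r1-MADM had 1 at E13 and 1246 at E16 against control-MADM, and 1 at E13 and 30 at E16 against Cdk5r1-MADM. With only 2 genotypes in the fit, these were 1 in Cdk5r1-MADM at E16, 4 in KO-Cdk5r1-MADM at E16 against control-MADM, and 10 at E13 and 2 at E16 against Cdk5r1-MADM. With equal group size (5 libraries), KO-Cdk5r1-MADM had a median of 2 at E16 and 89 at P0 against control-MADM, and 1 at E13, 0 at E16 and 323.5 at P0 against Cdk5r1-MADM, where the smaller groups lower the counts. With no mean-count minimum, KO-Cdk5r1-MADM had 2 at E13, 204 at E16 and 371 at P0 against control-MADM, and 2 at E13 and 737 at P0 against Cdk5r1-MADM. With the noFeature covariate (the share of reads outside genes), it had 1 at E13, 728 at E16 and 1222 at P0 against control-MADM and 1716 at P0 against Cdk5r1-MADM. With libraries of at least 1e+06 gene counts, KO-Cdk5r1-MADM against control-MADM at E16 had 129 DEGs. With the mitochondrial class covariate, KO-Cdk5r1-MADM had 209 at E16 and 7 at P0 against control-MADM, and 0 at E16 and 1 at P0 against Cdk5r1-MADM. The RLE normalization and sex as a covariate moved these counts of DEGs by less than 1.5 times.

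Whether the replicate numbers pair the libraries stays open. Between control-MADM and KO-Cdk5r1-MADM at P0, 7 of 10 pairs of equal number had a correlation above 0.1. Their median was 0.194, against -0.054 for pairs of other numbers. The other pairs of groups had fewer pairs above 0.1. With the replicate number as a block (replicate block), Cdk5r1-MADM at P0 had 4 DEGs, KO-Cdk5r1-MADM had 2 at E13 and 1109 at E16 against control-MADM, and 2 at E13 and 2243 at P0 against Cdk5r1-MADM. In the combined analysis the block gave 490 DEGs in KO-Cdk5r1-MADM, 194 in the libraries labelled MADM;KO-Dab1, 11 commonly upregulated and 15 commonly downregulated genes, and p = 0.132 for the ECM list among the latter. The synaptic vesicle list had p = 6.08e-10 with the block.

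In the combined analysis, the data set covariate gave 381 DEGs in KO-Cdk5r1-MADM, 216 in the libraries labelled MADM;KO-Dab1, 6 commonly upregulated and 8 commonly downregulated genes, and p = 0.0729 for the ECM list. Own data set controls gave 446, 38, 1 and 5. Without the library under 50% uniquely aligned reads as well, they gave 446, 81, 2 and 16, and p = 0.124 for the ECM list. The mitochondrial class covariate gave 610 DEGs in the libraries labelled MADM;KO-Dab1, 10 commonly upregulated and 37 commonly downregulated genes. No mean-count minimum gave 79 commonly downregulated genes and p = 0.0685 for the ECM list. The share of downregulated DEGs in the libraries labelled MADM;KO-Dab1 passed 50% with RLE (53.5%), DESeq2 (55.4%), the data set covariate (72.2%) and own data set controls (60.5%, and 67.9% without the library under 50%). Of the named genes, Cd9 reversed, with 0.00486 in the libraries labelled MADM;KO-Dab1 under the mitochondrial class covariate without the library of undetermined class.

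The ECM and adhesion lists at P0 had p = 1 in both comparisons of KO-Cdk5r1-MADM with the mitochondrial class covariate, where few DEGs are left to enrich. With Reactome sets in place of the lists, the adhesion result had p = 0.26 and 0.149 against Cdk5r1-MADM and 0.296 and 0.403 against control-MADM for the sets on cell junction organization and cell-cell communication, and integrin cell surface interactions gave p = 0.0693 against Cdk5r1-MADM and 0.346 among the commonly downregulated genes in place of the ECM list. The Reactome set on extracellular matrix organization stayed enriched (p = 1.43e-05 and 0.0156). The synaptic vesicle list had p = 0.0282 with the noFeature covariate.

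Over the fits that each left out 1 library, Cdk5r1-MADM against control-MADM had 0 to 2 DEGs at E13 (2 without the library labelled control-MADM E13 replicate 2) and 2 in each fit at E16 and P0. KO-Cdk5r1-MADM against control-MADM had 0 to 41 at E13 (41 without KO-Cdk5r1-MADM replicate 4), 29 to 1594 at E16 (without KO-Cdk5r1-MADM replicates 11 and 4, respectively) and 372 to 1079 at P0 (without control-MADM replicates 9 and 3). Against Cdk5r1-MADM it had 0 to 5 at E13 and 1 to 8 at E16 (5 and 8 without KO-Cdk5r1-MADM replicate 4 of that age), and 560 to 1353 at P0 (560 without Cdk5r1-MADM replicate 1). Commonly upregulated genes numbered 17 to 56 (without KO-Cdk5r1-MADM replicate 2 and control-MADM replicate 3) and commonly downregulated genes 87 to 216 (without the library labelled MADM;KO-Dab1 replicate 6 and control-MADM replicate 3). The p of the synaptic vesicle list was between 0.00771 and 0.49, and that of the adhesion list among commonly downregulated genes between 0.0148 and 0.326.

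The 126 named gene results were compared with 1161 results of alternatives: 964 kept their direction and side of the threshold, 189 fell below the threshold, 7 rose above it and 1 reversed. Of 14 comparisons of the gene set tests, 11 kept their call and 3 fell below the threshold. In 107 of the 126 named results each of the fits that left out 1 library kept the call.

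Depth limits the counts of DEGs. With each library thinned to 1094174 counts, KO-Cdk5r1-MADM at P0 had 110 DEGs against control-MADM and 202 against Cdk5r1-MADM. At E16, thinning left 2 DEGs against control-MADM, but control-MADM E16 replicate 7, with only 867748 counts, was dropped. Without that library alone the unthinned count was 129, so the fall to 2 is not due to depth alone. On simulated data with 200 changed genes, edgeR recovered between 92 and 99.5% of them at the group sizes of the study. Only abundant genes were changed, and by more than the median change of the DEGs between the mutants at P0 (0.722 on the log2 scale). The share recovered does not hold for smaller changes or for genes with few counts.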

Differences from the paper's values

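Of the settings named below, libraries with at least 1e+06 gene counts, the sex covariate, the mitochondrial class covariate and own data set controls without the library under 50% uniquely aligned reads were chosen only after the result was seen, and the others were set before the data were examined.

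For KO-Cdk5r1-MADM against control-MADM at E16, Fig. 5B shows about 130 DEGs (read by eye), and 480 were found. Apart from leaving out single libraries, none of the alternatives set beforehand came close to the paper's value: they gave 1246 with DESeq2, 1109 with the replicate block, 728 with the noFeature covariate, 525 with RLE, 204 with no mean-count minimum, 6 with no alignment minimum, 4 with 2 genotypes in the fit and 2 with equal group size. With libraries of at least 1e+06 gene counts, chosen after seeing the values, there were 129, and with the mitochondrial class covariate 209. Leaving out KO-Cdk5r1-MADM E16 replicate 10 gave 105, replicate 3 gave 116 and replicate 5 gave 128, and leaving out control-MADM E16 replicate 7 gave 129 and replicate 2 gave 172.

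At P0 the paper gives 1056 DEGs for KO-Cdk5r1-MADM against control-MADM, and 675 were found. DESeq2 (949), the noFeature covariate (1222) and the replicate block (787) came near the paper's value, whereas 2 genotypes in the fit (456), RLE (670), equal group size (89) and no mean-count minimum (371) did not. Leaving out control-MADM P0 replicate 3 gave 1079 and replicate 4 gave 815, and leaving out KO-Cdk5r1-MADM P0 replicate 9 gave 887. The sex covariate gave 704 and the mitochondrial class covariate 7, both chosen after seeing the values.

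For KO-Cdk5r1-MADM against Cdk5r1-MADM at E13, Fig. 5D shows about 5 upregulated and about 4 downregulated genes (read by eye), and 0 and 0 were found. Only 2 genotypes in the fit (7 and 3) came near both values, and without KO-Cdk5r1-MADM E13 replicate 4 there were 1 and 4, as many downregulated genes as in the figure. At E16 the figure shows about 7 upregulated and about 15 downregulated genes (read by eye), and 0 and 1 were found. No alternative set beforehand came near both values, with 23 and 7 with DESeq2, 39 and 321 with no alignment minimum and 3 and 5 without KO-Cdk5r1-MADM E16 replicate 4. At P0 the paper gives 670 upregulated genes, and 433 were found. DESeq2 (599), the noFeature covariate (737) and the replicate block (882) came near, as did leaving out KO-Cdk5r1-MADM P0 replicate 9 (518), and 2 genotypes in the fit (437), RLE (425), equal group size (99.5) and no mean-count minimum (240) did not.

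The paper describes most DEGs of both knockouts as downregulated. In the libraries labelled MADM;KO-Dab1, 41.3% were downregulated here. The share was above 50% with RLE (53.5%), DESeq2 (55.4%), the data set covariate (72.2%) and own data set controls (60.5%, and 67.9% without the library under 50%, chosen after seeing the values). It was below 50% with no log2 fold change minimum (40.3%), the replicate block (40.2%) and no mean-count minimum (41.9%). It was also below with only libraries of at least 50% uniquely aligned reads (43.4%) and with the sex (44%) and mitochondrial class (43.8%) covariates.

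The paper reports adhesion terms among the commonly downregulated genes. The adhesion list had p = 0.117 among them here, and was 0.0148, 0.0203 and 0.023 without control-MADM P0 replicates 12, 4 and 5 and 0.0212, 0.0387 and 0.0451 without KO-Cdk5r1-MADM P0 replicates 4, 8 and 9. The paper reports the expression of the deleted genes as close to absent from coverage of the deleted regions, whereas the whole-gene counts used here include the exons that remain.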

Other observations

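The tests of oligodendrocyte lineage markers, of few counts and of Gm10039 in control-MADM E13 replicate 2, of the deleted part of Dab1, of the number of libraries by the direct comparison of the mutants, of ranked lists in splits and of cell composition within control-MADM libraries were chosen only after the result was seen.

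Fewer non-neuronal cells among the sorted cells may contribute to the lower ECM and adhesion genes in KO-Cdk5r1-MADM at P0. Against Cdk5r1-MADM, the median log2 fold change was -1.01 for endothelial markers, -1.86 for oligodendrocyte lineage, -1.69 for microglia, -1.02 for mural, -1.05 for interneuron and -0.495 for radial glia markers, and -1.11 for erythroid, 0.308 for intermediate progenitor and 0.157 for projection neuron markers. For meningeal fibroblasts the median was -0.206 over 4 markers, 3 lower and 1 higher (-0.364 to 1.04), and in the combined comparison of KO-Cdk5r1-MADM with control-MADM all 8 tested markers were lower (median -2.66), so this cell type stays open. Against control-MADM the medians were -0.695 for endothelial, -1.79 for oligodendrocyte lineage, -1.74 for microglia, -1.01 for mural, -0.70 for interneuron, -0.514 for radial glia, -0.172 for fibroblast, 0.0255 for erythroid, 0.271 for intermediate progenitor and 0.132 for projection neuron markers. Most of the abundant markers of other cell types fell as well: Olig1 was at 1007, 1061 and 441 CPM in control-MADM, Cdk5r1-MADM and KO-Cdk5r1-MADM, Fabp7 at 2761, 3302 and 1403, Slc1a3 at 936.4, 1215 and 442.6, Slco1c1 at 118.8, 130.8 and 73.43, Dlx2 at 133, 143.7 and 81.68 and Notch3 at 43.54, 43.58 and 21.61, whereas Igfbp2 was at 505.1, 464.2 and 447.9. Others were higher on average in KO-Cdk5r1-MADM, though not called: Npy, an interneuron marker, was at 93.72, 88.72 and 177.1, Gucy1a1, a mural marker, at 96.63, 86.33 and 114.2, and Ptgds, a fibroblast marker, at 28.85, 22.03 and 45.84 (adjusted p = 0.209, 0.433 and 0.0556 against Cdk5r1-MADM). The intermediate progenitor markers Sstr2, at 147, 114.2 and 232.4, and Mfng, at 81.29, 58.93 and 98, were higher and called (adjusted p = 0.00248 and 0.0253 from edgeR against Cdk5r1-MADM). The projection neuron marker Mef2c fell, at 525.8, 539.2 and 277.7. Lower expression within the same cells was not tested against fewer cells, and stays open.

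In Cdk5r1-MADM against control-MADM at P0, the medians were 0.368 for endothelial, 0.083 for oligodendrocyte lineage, -0.0484 for microglia, 0.00572 for mural, 0.198 for interneuron, 0.0824 for radial glia, -0.161 for fibroblast, 1.11 for erythroid, -0.3 for intermediate progenitor and 0.0328 for projection neuron markers. In the libraries labelled MADM;KO-Dab1 they were -0.587 for endothelial, -0.701 for oligodendrocyte lineage, -0.345 for microglia, -0.547 for mural, -0.117 for interneuron, 0.012 for radial glia, -2.48 for fibroblast, 0.95 for erythroid, -0.0132 for intermediate progenitor and 0.423 for projection neuron markers.

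Marker levels were added as covariates at P0. With the vascular markers, KO-Cdk5r1-MADM against Cdk5r1-MADM had 5 DEGs, the ECM list p = 1 and the adhesion list p = 0.0359, which rests on 1 gene. With the glial markers there were 38 DEGs and p = 1 for both lists. With the microglia markers there were 231 DEGs, of which 8 were downregulated adhesion genes where 1.4 were expected (p = 8.02e-05) and 2 were ECM genes where 1.44 were expected (p = 0.422), and with the interneuron markers there were 0 DEGs. Because the marker levels differ between the genotypes (vascular score 3.07 ± 0.219 in KO-Cdk5r1-MADM, SD, n = 10, and 4.13 ± 0.779 in Cdk5r1-MADM, SD, n = 6), composition and genotype cannot be told apart by these fits. Across the 12 control-MADM libraries at P0, the ECM list correlated with the vascular score at r = 0.399 (adjusted p = 0.307 over 8 relations, by resampling, and r = 0.684 without the 2 farthest libraries) and with the glial score at r = 0.659 (adjusted p = 0.0972, and r = 0.141 without them). The adhesion list correlated at r = 0.0537 (adjusted p = 0.872, and r = 0.486 without them) and r = 0.429 (adjusted p = 0.307, and r = 0.319 without them). At E16, the ECM list correlated with the vascular score at r = 0.844 (adjusted p = 0.0972, and r = 0.872 without the 2 farthest libraries), and the adhesion list at r = 0.48 (adjusted p = 0.307, and r = 0.606 without them). With the glial score at E16 the ECM list correlated at r = 0.112 and the adhesion list at r = 0.102 (adjusted p = 0.862 for both, and r = 0.181 and 0.253 without them). These values keep open whether the lists follow composition.

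Gene length, expression level and reads outside genes are argued against as sources of the list results. With the trend of gene length removed, the ECM list lay -0.243 from other genes on the log2 scale (Wilcoxon p = 6.56e-08) and the adhesion list -0.264 (p = 7.28e-08). With the trend of expression level removed, they lay -0.244 (p = 5.4e-08) and -0.244 (p = 1.51e-09). With the share of reads outside genes as a covariate, the enrichment p was 4.35e-11 and 7.76e-13. Of 100 splits of the libraries, 1 of 100 gave as small a p for either list, but most splits had fewer DEGs than the lists have called genes, so this decides nothing. With ranked lists of equal length in each split, a chance division of the libraries is argued against for the adhesion list, with as small a p in 2 of 100, the real split included, and may account for the enrichment of the ECM list, with as small a p in 7 of 100. At E16, KO-Cdk5r1-MADM against control-MADM had 5 ECM genes called up and 0 down of 122, and 2 adhesion genes up and 7 down of 113.

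The ribosomal protein list, 81 tested genes, was higher in KO-Cdk5r1-MADM than in Cdk5r1-MADM at P0, with a median log2 fold change of 0.22 and 9 upregulated DEGs where 2.68 were expected (one-sided Fisher's exact test, p = 0.00137). Camera gave p = 1.58e-08 with the preset correlation and 0.162 with the estimated one, and fry 0.0191. In Cdk5r1-MADM against control-MADM the median was -0.15 (camera, p = 3.35e-11 and 0.103, fry 0.0943), with 0 DEGs adjusted over all genes or over the list alone. Of 18 proteins named in Fig. 5H, which are only a part of the changed proteins, 17 mRNAs were tested. For 9, the log2 fold change had the direction of the protein, but none of these was a DEG. The only DEG among the 17 was Rplp0, which was higher (log2 fold change 0.361, adjusted p = 0.0408 from edgeR) whereas its protein was lower. This says nothing of the other proteins.

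The low Cdk5r1 level of the library labelled control-MADM E13 replicate 2 does not come from counting error alone. That library had 67 counts where the lowest level of the other control libraries would give 168 (Poisson p = 6.89e-19). This p takes amplified fragments as independent, so it covers counting error only. A mislabelled library might explain the low level. The AA465934 level of replicate 2, 162.9 CPM, lies within that of KO-Cdk5r1-MADM (106.2 to 197 CPM), but other control libraries reach 175.9 CPM. Its Gm10039 level of 4.727 CPM lies below the other control libraries of E13 (33.93 to 52.26 CPM) and close to 4 of 5 KO-Cdk5r1-MADM libraries (3.124 to 4.533 CPM, the other at 59.54), but 3 of 12 control-MADM libraries at E16 and 8 of 12 at P0 are low as well, up to 5.136 and 5.995 CPM. Levels near Cdk5r1 thus vary among controls, so a mislabelled library and a control with a low level cannot be told apart.

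The Dab1 count was not lower in the libraries labelled MADM;KO-Dab1, and the small share of the deleted bases may account for this, since their loss alone would change the log2 count by -0.0258. The number of DEGs in these libraries does not come from the sex of the animals, with 1412 DEGs when sex is a covariate. With only the 7 controls of its own data set there were 38 DEGs. Fewer controls may account for the fall, since 30 of 100 draws of 7 controls gave as few (median 197). With the data set as a covariate there were 216 DEGs, and 81 with own data set controls without the library under 50% uniquely aligned reads, which was added after the data were seen. A difference between the data sets and fewer controls cannot be told apart as the source of the fall, because the controls of the own data set are also fewer. Between the control-MADM libraries of the data sets, 6 against 12, there were 1757 DEGs.

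The common genes rest on shared controls to a different extent. In 20 simulations of unchanged groups, equally long ranked lists shared up to 100 genes upward, and as many as the observed 34 in all 20, so shared controls may account for the commonly upregulated genes. In 50 draws of groups from control-MADM libraries alone, the lists shared a median of 16 genes upward and 24 downward, and as many as observed in 6 and 1 of 50. With own data set controls their overlap had p = 0.111. For the commonly downregulated genes, the simulated lists shared up to 138 genes against 131 observed, and as many in 3 of 20, so this test alone does not exclude shared controls. With no control library shared, the overlap still had p = 0.000427, which argues against shared controls as their only source. Of 100 splits, 1 of 100 gave as many common genes in each direction, but most splits had fewer DEGs than these, so this decides nothing. With ranked lists of equal length in each split, a chance division of the libraries may account for the number of common genes, since 68 of 100 splits shared as many genes upward and 36 of 100 downward, the real one included.

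Random splits of the libraries were counted that gave as many DEGs as the real groups, the real ones included. At E13 the real count was 0, so 100 of 100 for each pair of genotypes holds by construction and decides nothing. At E16 this was 1 of 100 for Cdk5r1-MADM and 2 of 100 for KO-Cdk5r1-MADM against control-MADM, and 11 of 100 between the mutants. At P0 it was 2, 1 and 1 of 100, and in the combined comparison 1 of 100 for either knockout. The lower number of DEGs in Cdk5r1-MADM than in KO-Cdk5r1-MADM at P0 does not come from fewer libraries alone. With 6 libraries per group, KO-Cdk5r1-MADM against control-MADM had a median of 78 DEGs over 20 draws and Cdk5r1-MADM 2 (at most 5), with more in KO-Cdk5r1-MADM in 19 of 20 and a smallest number of 3. The direct comparison of these genotypes, with 1125 DEGs, was reached only by the real split.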
